# Mapping RNA–RNA interactome and RNA structure *in vivo* by MARIO

**DOI:** 10.1038/ncomms12023

**Published:** 2016-06-24

**Authors:** Tri C. Nguyen, Xiaoyi Cao, Pengfei Yu, Shu Xiao, Jia Lu, Fernando H. Biase, Bharat Sridhar, Norman Huang, Kang Zhang, Sheng Zhong

## Abstract

The pervasive transcription of our genome presents a possibility of revealing new genomic functions by investigating RNA interactions. Current methods for mapping RNA–RNA interactions have to rely on an ‘anchor' protein or RNA and often require molecular perturbations. Here we present the MARIO (Mapping RNA interactome *in vivo*) technology to massively reveal RNA–RNA interactions from unperturbed cells. We mapped tens of thousands of endogenous RNA–RNA interactions from mouse embryonic stem cells and brain. We validated seven interactions by RNA antisense purification and one interaction using single-molecule RNA–FISH. The experimentally derived RNA interactome is a scale-free network, which is not expected from currently perceived promiscuity in RNA–RNA interactions. Base pairing is observed at the interacting regions between long RNAs, including transposon transcripts, suggesting a class of regulatory sequences acting in *trans*. In addition, MARIO data reveal thousands of intra-molecule interactions, providing *in vivo* data on high-order RNA structures.

## Abstract (web summary)

Current methods for mapping RNA-RNA interactions have to rely on an ‘anchor' protein or RNA. Here, the authors report the MARIO (Mapping RNA interactome *in vivo*) technology that can massively reveal RNA-RNA interactions and RNA structure from unperturbed cells.

More than 97% of the human genome are non-coding DNA, of which >98% do not appear to be *cis*-regulatory sequences^1^,^2^,^3^,^4^. Thus, the functions of the vast majority of the human genome remains unknown. We noted that >85% of the human genome is transcribed into RNA^5^,^6^. Important functions of several classes of RNA were discovered by studying RNA–RNA interactions. These discoveries include that transfer RNA interacts with messenger RNA to translate genetic code^7^,^8^, and that microRNA (miRNA) interacts with mRNA to promote their degradation^9^,^10^,^11^, as well as interactions related to RNA splicing, editing and ribosomal RNA maturation. Are there other unknown RNA–RNA interactions with important functions? The technical challenge lies in the astronomical number of possible RNA pairs. A genome-wide technology for identifying RNA interactions *in vivo* is much needed.

Interactions between RNA molecules are often mediated by RNA-binding proteins^12^ such as ARGONAUTE proteins^13^, PUM2, QKI^14^ and small nucleolar RNA proteins^15^. However, it is difficult to directly observe RNA–RNA interactions facilitated by single proteins in normal cellular conditions. CLASH^16^,^17^ and hiCLIP^18^ use transformed cell lines that overexpress the facilitating protein. It is unclear to what extent that ectopic expression or genome-insertion-based cell transformation would influence RNA–RNA interactions. PAR-CLIP^14^ and HITS-CLIP^19^ assay RNAs attached to an RNA-binding protein, which do not directly assay RNA–RNA interactions. Most importantly, all the methods above trace the interactions ‘anchored' at a known protein or RNA. It is infeasible to map the entire RNA–RNA interactomes by extensions of these one-RNA-at-a-time or one-protein-at-a-time methods.

As the previous technologies relied on an ‘anchor' RNA or protein, the topology of the entire RNA–RNA interactome remains unknown. Inferring from the notion that regulatory RNAs ‘promiscuously' interact with 300–1,000 target RNAs^11^,^20^, one would probably guess that the RNA–RNA interactome has a flat topology, as opposed to a hierarchical topology^21^,^22^ that is shared by many other biological networks^21^,^22^.

The MARIO technology maps RNA–RNA interactions in a massive scale. MARIO can identify protein-assisted between-molecule and within-molecule RNA interactions. The MARIO identified RNA–RNA interactome is composed of tens of thousands of interactions, which involve mRNA, long intergenic noncoding RNA (lincRNA), small nucleolar RNA (snoRNA), small nuclear RNA, tRNA, miRNA, transposon RNA, pseudogene RNA, antisense RNA and novel transcripts. The MARIO identified RNA–RNA interactome is a scale-free network. Long non-coding RNA including lincRNA, transposon RNA and pseudogene RNA are observed to interact with mRNA. Sequence complementation is observed in interactions between transposon (LINE and LTR) RNA and mRNA, as well as in mRNA–mRNA, mRNA–peudogeneRNA, lincRNA–mRNA, miRNA–mRNA and LINE–miRNA interactions. MARIO data also provide spatial-proximity information related to RNA folding in three-dimentional space.

## Results

### The MARIO technology

We developed the MARIO technology to detect RNA–RNA interactions facilitated by any single protein *in vivo*. In this procedure, RNA molecules are cross-linked with their bound proteins and then ligated to a biotinylated RNA linker such that proximal RNA molecules co-bound by the same protein form a chimeric RNA in the form of RNA1–Linker–RNA2. These linker-containing chimeric RNAs are isolated using streptavidin-coated magnetic beads and subjected to paired-end sequencing (Fig. 1a and Supplementary Fig. 1). Thus, each non-redundant paired-end read reflects a molecular interaction.

We carried out two independent MARIO assays on mouse embryonic stem (ES) cells with minor technical differences (Supplementary Table 1 and Supplementary Figs 2–5), which we designated as ES-1 and ES-2. A library for indirect RNA interactions was produced using two cross-linking agents (formaldehyde and EthylGlycol bis (SuccinimidylSuccinate))^23^,^24^,^25^, which ‘effectively captures RNAs linked indirectly through multiple protein intermediates'^26^ (ES indirect). Two other unique libraries were produced from mouse embryonic fibroblasts (MEFs) and mouse brain, offering two additional data sets for bioinformatic quality assessment (Supplementary Fig. 6). We confirmed that each library contained RNA constructs of the desired form (RNA1–Linker–RNA2) and lengths (Fig. 1b). We sequenced each library to yield, on average, 47.3 million paired-end reads, among which ∼15.1 million non-redundant paired-end reads represented the desired chimeric form (Supplementary Fig. 7). In addition, we carried out three control experiments. The first and the second control experiments excluded the cross-linking step (non-cross-linking control) and the protein biotinylation step (non-biotinylation control), respectively (Supplementary Note 1). The third control experiment used *Drosophila* S2 cells and mouse ES cells to test the extent of random ligation of RNAs (cross-species control). After cross-linking and cell lysis, the lysates from the two cell lines were immediately mixed before any subsequent steps. The mixture was subjected to the rest of the experimental procedure and resulted in a sequenced library (Fly-Mm). The proportion of RNA pairs mapped to two species is in the range of 2.5–6.8%, depending on whether the *Drosophila* genome and the mouse genome were assembled into a pan genome^16^,^27^ before mapping (Supplementary Note 1). We chose the more conservative estimate (derived from mapping to the pan genome) that 6.8% of the ligation products were generated from random ligations. This estimate is comparable to that (7.0%) derived from *in silico* simulations (Supplementary Note 2).

A suite of bioinformatics tools was created (MARIO tools) to analyse and visualize MARIO data. MARIO tools automated the analysis steps, including removing PCR duplicates, splitting multiplexed samples, identifying the linker sequence, splitting junction reads, calling interacting RNAs, performing statistical assessments, categorizing RNA interaction types, calling interacting sites and analysing RNA structure (http://mariotools.ucsd.edu). It also provides visualization tools for both the RNA–RNA interactome and the proximal sites within each RNA (Supplementary Fig. 8).

### RNA–RNA interactome in ES cells

We compared the five MARIO libraries. ES-1 and ES-2 were most similar as judged by correlations of FPKMs (fragments per kilobase of transcript per million mapped reads; separately calculated for the read fragments on the left and the right sides of the linker), followed by ES indirect, MEF, and then brain tissue (Supplementary Fig. 6). The interacting RNA pairs identified from ES-1 and those from ES-2 exhibited strong overlaps (*P*-value<10^−35^, permutation test) (Supplementary Table 2). The interactions identified in MEF did not exhibit significant overlaps with those in either of the ES samples (*P*-value for each overlap=1, permutation tests). For example, an interaction between the 3′ untranslated region of *Trim25* mRNA and *Snora1* snoRNA was supported by multiple paired-end reads in ES-1 and ES-2 samples, but was not detected in MEF (Supplementary Fig. 7). We did not expect many interactions identified from ES-1 and ES-2 to show up in ES indirect data, because a cross-linked protein complex can bury an RNA molecule, limiting the RNA's accessibility to RNA ligase, which is required to form the chimeric RNA product. Among the snoRNAs identified as having interactions with mRNAs in our data sets, 172 of them, including *Snora1*, were detected both as enzymatically processed small RNAs^28^ (red lane, Supplementary Figs 7 and 9–11) and in ARGONAUTE HITS-CLIP data (Supplementary Figs 9–11). This supports the proposition that transcripts from snoRNA genes could be enzymatically processed into miRNA-like small RNAs and interact with mRNAs in RISC complex^29^,^30^ (Supplementary Note 3).

The ES-1 and ES-2 libraries were merged to infer the RNA–RNA interactome in ES cells. This dataset included 4.54 million non-duplicated paired-end reads that were unambiguously split into two RNA fragments with both fragments uniquely mapping to the genome (mm9). We identified tens of thousands of inter-RNA interactions (false discovery rate <0.05, Fisher's exact test with Benjamin–Hochberg correction) (Supplementary Fig. 12). As expected, the RNA expression level (FPKM) is weakly correlated with the number of MARIO reads on each RNA, but FPKM is not correlated with the statistical significance (false discovery rate) of the interactions (Supplementary Fig. 12C,D). mRNA–snoRNA interactions were the most abundant type, although thousands of mRNA–mRNA and hundreds of lincRNA–mRNA, pseudogeneRNA–mRNA and miRNA–mRNA interactions were also detected (Fig. 2a). Our simulation suggested ∼66% sensitivity and ∼93% specificity for the entire experimental and analysis procedure (Supplementary Note 2).

### Validation of selected interactions

We used two methods to validate selected interactions in the MARIO identified interactome. These two methods were selected because they do not perturb the cells or change RNA expression levels. First, we examined co-localization between *Malat1* lincRNA and *Slc2a3* mRNA *in vivo* by two-colour single-molecule RNA fluorescence *in situ* hybridization (smRNA–FISH)^31^. Quantum dots (qDots) were used instead of organic dyes for increased fluorescence signal intensities and narrower ranges of emission wavelengths^32^. When designed to target the same transcript, the qDot based (five 25–30-nt probes) and the organic dye-based (forty-three 20-nt hybridization probes) smRNA–FISH identified the same *Actb* mRNAs in the cytoplasm (Supplementary Figs 13 and 14). We designed probes for *Malat1* and *Slc2a3* (Fig. 3a) and labelled them with 605 and 525 nm qDots, respectively, for an unequivocal distinction of signal from each qDot (Supplementary Fig. 15). We note that qDots cannot penetrate into the nuclei^33^ unless specific delivery methods are used^34^, and in mouse ES cells approximately a quarter of *Malat1* RNA is in the cytoplasm^35^. Cytoplasmic *Malat1* and *Slc2a3* RNAs were detected in 27 ES cells, with an average of 7.6 and 4.5 copies per cell, respectively (Supplementary Fig. 16). We called co-localization of two RNAs with a threshold on the distance between the estimated centres of two FISH spots, which corresponds to a physical distance <0.2 μm (ref. 36). Sixteen pairs of co-localized *Malat1* and *Slc2a3* RNA molecules were detected from a total of 80 copies of *Malat1* and 50 copies of *Slc2a3* (Fig. 3b,c). In the first control experiment, we detected 1 co-localization of *Malat1* and *Actb* RNAs from 124 copies of *Malat1* and 34 copies of *Actb*. In the second control experiment, we detected 1 co-localization of *Slc2a3* and *Actb* RNAs from 545 copies of *Slc2a3* and 298 copies of *Actb* (odds ratio between experiment (*Malat1*-*Slc2a3*) and controls (*Malat1*-*Actb* and *Slc2a3-Actb*)=446, *P*-value <10^−20^, *χ*^2^-test).

To test interactions at a larger scale, we carried out RNA interactome analysis and sequencing (RIA-seq)^37^. We chose RIA-seq, because it does not require genetic perturbation. First, we did Malat1 RIA-seq and Actb RIA-seq (control) to test the interactions involving Malat1 (Supplementary Note 4). 

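RIA-seq recovers the RNAs that are held together with one chosen RNA in fixed cells. Mouse E14 ES cells, an embryonic stem cell line, were fixed with 1% glutaraldehyde for 10 min, lysed and sonicated. The lysate was hybridized overnight at 37 °C with antisense oligonucleotides against one target RNA, and the bound material was collected on streptavidin beads. The eluted RNA was treated with DNase, converted into cDNA and sequenced. Oligonucleotides against Actb, the β-actin mRNA, gave the control library (Actb RIA-seq), and other oligonucleotides gave Malat1 RIA-seq and Tfrc RIA-seq. Each of the 3 conditions had 1 library. No spread between replicates could therefore be measured, and every test on the counts compares the reads of 2 libraries, not the conditions. The authors deposited the number of reads counted on each gene, as whole numbers without normalization. The counts summed to 10405209 in Actb RIA-seq, 10078439 in Malat1 RIA-seq and 14553941 in Tfrc RIA-seq. A gene could have 2 counts in the same library, one listed under its Ensembl identifier (Ensembl-ID count) and one listed under the reference name Genome (Genome count). Genome counts made up 5.25% of all counts in Actb RIA-seq (95% Wilson confidence interval 5.24 to 5.27), 19.0% in Malat1 RIA-seq (19.01 to 19.06) and 15.1% in Tfrc RIA-seq (15.08 to 15.12). The paper's text does not name the aligner, the counting rule or the normalization used for RIA-seq. Of the 24080 Ensembl identifiers listed, 98.6% were found in the GENCODE annotation of the mouse genome build NCBIM37, and 99.99% of those lay on the same chromosome. Both counts of a gene were summed, the sum was divided by the library's total count, and the fold increase was the ratio of these shares without a pseudocount. Confidence intervals of folds and shares are at the 95% level. The reads carried no molecular identifiers and were PCR amplified, so the intervals cover counting error only. The smallest share the depth could show, 3 counts, was 0.288 per 1000000 counts in Actb RIA-seq, 0.298 in Malat1 RIA-seq and 0.206 in Tfrc RIA-seq. Counts listed under Lars2, a mitochondrial leucyl-tRNA synthetase gene, made up 32.0% of Actb RIA-seq, 17.0% of Malat1 RIA-seq and 22.2% of Tfrc RIA-seq. Whether these reads came from the Lars2 mRNA was not tested. The 10 genes with the most counts held 52.7%, 23.6% and 33.4% of the 3 libraries in the same order, and a few genes of this size shift the share of every other gene when libraries are scaled to their totals.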

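The targeted RNAs were examined first. Actb (ENSMUSG00000029580) lies on chromosome 5 of NCBIM37 from 143664794 to 143668433 on the minus strand. It had 759974 counts in Actb RIA-seq, 7.30% of that library, against 8964 counts in Malat1 RIA-seq and 13445 in Tfrc RIA-seq. Its log2 fold change over Actb RIA-seq was −6.36 in Malat1 RIA-seq and −6.30 in Tfrc RIA-seq. Malat1 (ENSMUSG00000092341), a long noncoding RNA gene, lies on chromosome 19 from 5795690 to 5802671 on the minus strand, and its annotated exons merge into 1 block over the whole gene. Malat1 had 19081 counts in Actb RIA-seq, or 1834 per 1000000 counts (Wilson interval 1808 to 1860), and 107409 counts in Malat1 RIA-seq, or 10657 per 1000000 counts (10594 to 10721). The fold increase was 5.81 (95% confidence interval 5.72 to 5.90). A two-sided chi-square test of the Malat1 counts against all other counts of these libraries gave a statistic of 64947, with a p-value too small for double precision. The Ensembl-ID counts of Malat1 alone, 19076 and 107387, also gave 5.81. The fold of Malat1 was higher than that of 99.0% of the 14572 genes with at least 10 counts in both libraries. Of the alternatives set before the data were examined, the one that moved this fold most replaced the control with Tfrc RIA-seq, over which the fold was 1.51. The paper reports Malat1 and Tfrc as interacting, so that library may itself hold more Malat1 and is not a neutral control. Genome counts alone, 5 and 22, scaled to the Genome totals, gave 1.25 (chi-square p = 0.647), an alternative added after the data were seen. With the libraries scaled so that the median gene had a fold of 1, the fold of Malat1 was 3.19.

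**Figure D1:**
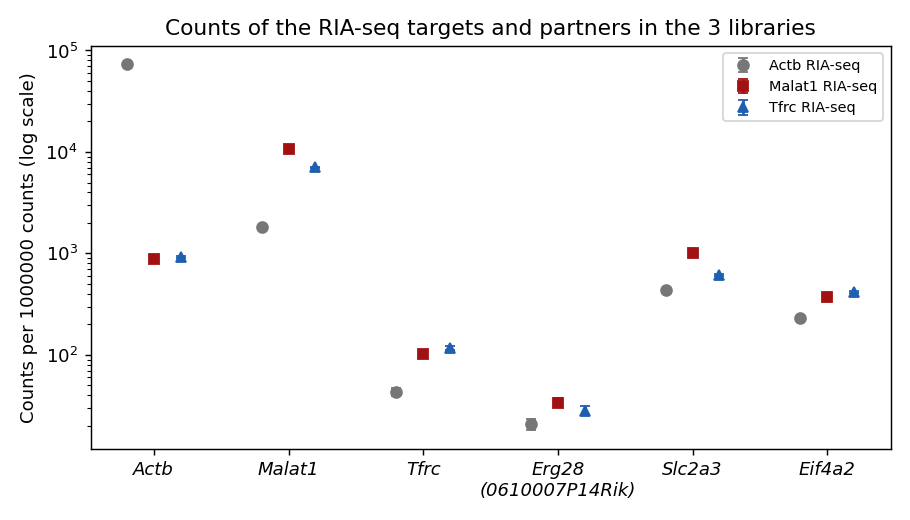
Counts per 1000000 counts (log axis) of Actb, Malat1, Tfrc and the other RNAs tested with Malat1, in Actb RIA-seq (grey circles), Malat1 RIA-seq (red squares) and Tfrc RIA-seq (blue triangles), 1 library each. Bars are 95% Wilson intervals and are mostly smaller than the symbols. Malat1 rises from 1834 per 1000000 counts in Actb RIA-seq to 10657 in Malat1 RIA-seq and 7041 in Tfrc RIA-seq.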

Malat1 RNA itself exhibited a 5.81-fold increase in Malat1 RIA-seq over Actb RIA-seq, confirming the validity of the RIA purification. 

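The Malat1-interacting RNAs were compared in the same pair of libraries, with a two-sided chi-square test of each gene's counts against all other counts. The RNA that the paper lists under its RIKEN clone name has the RefSeq symbol Erg28. Erg28 (ENSMUSG00000021252) lies on chromosome 12 of NCBIM37 from 87156398 to 87165500 on the minus strand and is annotated as protein coding, with 5 merged exons. It had 215 counts in Actb RIA-seq and 340 in Malat1 RIA-seq, a fold increase of 1.63 (95% confidence interval 1.38 to 1.94, chi-square p = 1.33e-08). The Ensembl-ID counts of this gene were 209 and 242, a fold of 1.20 (0.993 to 1.44, chi-square p = 0.0584). Its Genome counts were 6 and 98, a fold of 16.9 (7.40 to 38.5), an interval that reflects the 6 counts in the control. Slc2a3 (ENSMUSG00000003153) encodes a glucose transporter and lies on chromosome 6 from 122677827 to 122751658 on the minus strand, with 14 merged exons. Its counts rose from 4540 to 10089, a fold increase of 2.29 (2.22 to 2.38, chi-square statistic 2288). The Genome counts of Slc2a3 were 129 and 570, a fold of 4.56 (3.77 to 5.52), and its Ensembl-ID counts were 4411 and 9519, a fold of 2.23. Eif4a2 (ENSMUSG00000022884), a translation initiation factor gene, lies on chromosome 16 from 23107517 to 23114209 on the plus strand, with 6 merged exons. It had 2386 counts in Actb RIA-seq and 3788 in Malat1 RIA-seq, a fold increase of 1.64 (1.56 to 1.73, chi-square p = 2.45e-81). For Eif4a2 the Genome counts, 95 and 313, gave a fold of 3.40, and the Ensembl-ID counts, 2291 and 3475, gave 1.57. Tfrc (ENSMUSG00000022797) encodes the transferrin receptor and lies on chromosome 16 from 32609006 to 32632880 on the plus strand, with 19 merged exons. Its counts were 453 and 1020, a fold increase of 2.32 (2.08 to 2.60, chi-square p = 1.96e-53). The Ensembl-ID counts of Tfrc, 378 and 877, gave a fold of 2.40, and its Genome counts, 75 and 143, gave 1.97. The use of either kind of count alone was chosen after the data were seen. With the libraries scaled so that the median gene had a fold of 1, the folds were 0.897 for Erg28, 1.26 for Slc2a3, 0.901 for Eif4a2 and 1.28 for Tfrc.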

Malat1-interacting RNAs reported by MARIO showed 14.6 (0610007P14Rik), 4.53 (Slc2a3), 3.38 (Eif4a2) and 2.39 (Tfrc)-fold increase in Malat1 RIA-seq over Actb RIA-seq (*P*-value<0.0003, *χ*^2^-test). This suggests a strong overlap of Malat1 targets in MARIO and Malat1 RIA-seq. 

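The folds of the 4 RNAs were set against those of all other genes in the same libraries. Among the 14572 genes with at least 10 counts in both libraries, the median fold of Malat1 RIA-seq over Actb RIA-seq was 1.82 (interquartile range 1.31 to 2.50). The fold was above 1 for 12923 genes (88.7%) and at least 2 for 6133 genes (42.1%). The chi-square p-value lay under the paper's threshold of 0.0003 with a fold above 1 for 8752 genes (60.1%). Slc2a3 had a higher fold than 68.8% of these genes, Tfrc than 69.7%, Eif4a2 than 41.2% and Erg28 than 40.9%. The distribution depended on the kind of count. The median fold was 1.41 over 13195 genes for Ensembl-ID counts and 3.60 over 8297 genes for Genome counts, each kind filtered at 10 counts in both libraries. Among Genome counts, 98.3% of the genes had a fold above 1. The median fold of the 4 RNAs was 1.94. In 10000 random lists of 4 genes, each gene drawn from the 200 nearest in mean count, the median list had 1.70, and the 4 RNAs stood at percentile 69.4 of the lists. This percentile describes these libraries, as genes are not replicates. From the fold increases of the 4 RNAs and their chi-square p-values, the paper proposes a strong overlap between the Malat1 targets found by MARIO and by Malat1 RIA-seq.

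**Figure D2:**
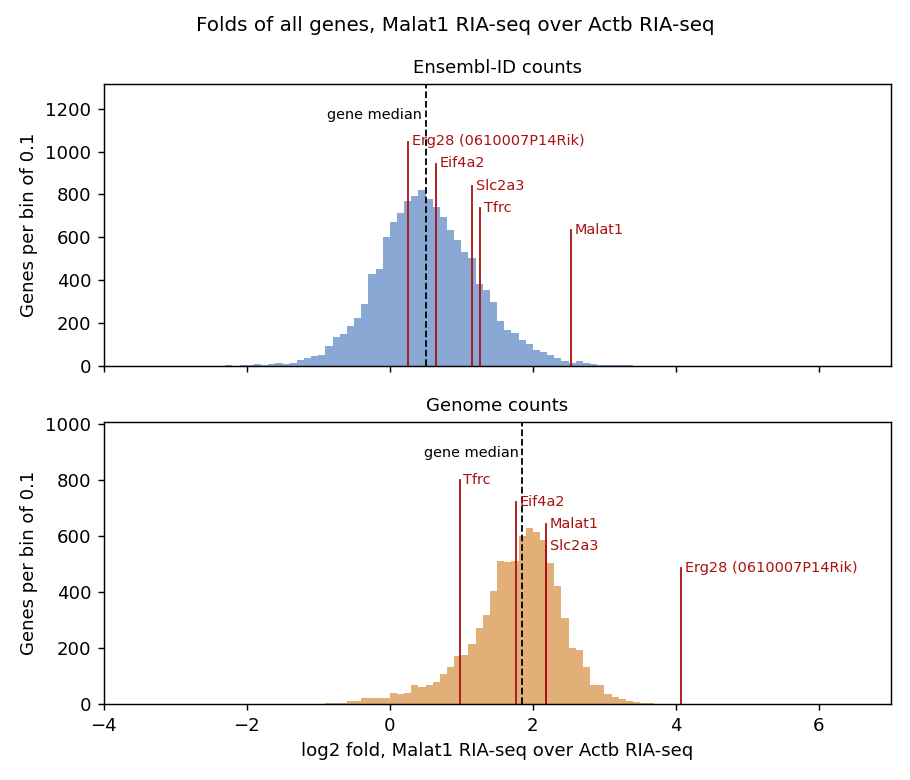
Histogram of the log2 fold of Malat1 RIA-seq over Actb RIA-seq (horizontal axis, bins of 0.1) against the number of genes, for Ensembl-ID counts (top) and Genome counts (bottom), over genes with at least 10 counts in both libraries. Genes beyond the axis are not drawn. The dashed line is the gene median, a fold of 1.41 at the top and 3.60 at the bottom, and red lines mark the named genes, with Erg28 (also labelled by its RIKEN name) at a fold of 1.20 at the top and 16.9 at the bottom. The Genome counts of Erg28 and Malat1 in Actb RIA-seq, 6 and 5, are under the minimum, so these genes are not in the lower histogram.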

Next, we asked whether Tfrc RIA could reversely identify Malat1 by Tfrc RIA-seq (Supplementary Note 4). 

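Tfrc, the target of this purification, had 453 counts in Actb RIA-seq, or 43.5 per 1000000 counts (95% Wilson interval 39.7 to 47.7), and 1704 counts in Tfrc RIA-seq, or 117 per 1000000 counts (112 to 123). The fold increase was 2.69 (95% confidence interval 2.42 to 2.98, two-sided chi-square p = 1.39e-84). The Ensembl-ID counts, 378 and 1400, gave a fold of 2.65, and the Genome counts, 75 and 304, gave 2.90 (2.25 to 3.73). The fold of Tfrc was higher than that of 88.2% of the 14691 genes with at least 10 counts in both libraries, whose median fold was 1.56. In Malat1 RIA-seq Tfrc had 1020 counts, or 101 per 1000000 counts (95.2 to 108). The paper reports Tfrc as a Malat1-interacting RNA, so Malat1 RIA-seq may itself hold more Tfrc and is not a neutral control. Over Malat1 RIA-seq as the control, the change that moved this fold most among those set before the data were examined, Tfrc rose 1.16-fold in Tfrc RIA-seq (chi-square p = 2.29e-04). Genome counts scaled to the Genome totals, an alternative added after the data were seen, gave 1.01 (chi-square p = 0.948).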

The Tfrc RNA itself showed 2.87-fold of increase in Tfrc RIA-seq compared with Actb RIA-seq. Malat1 exhibited 3.84-fold increase (*P*-value<2.2 × 10^−16^, derived from testing the null hypothesis fold change=1), suggesting that antisense purification of Tfrc could reversely pull down Malat1. In addition, three out of four other Tfrc-interacting RNAs identified by MARIO exhibited 1.4- to 13.6-fold increases (*P*-value<0.00002, *χ*^2^-test). 

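Malat1 had 19081 counts in Actb RIA-seq and 102470 counts in Tfrc RIA-seq, or 1834 and 7041 per 1000000 counts. The fold increase was 3.84 (95% confidence interval 3.78 to 3.90). The two-sided chi-square test of these counts gave a statistic of 33943, with a p-value too small for double precision. Nearly all of the counts were Ensembl-ID counts, 19076 and 102461, which also gave 3.84. The fold of Malat1 was higher than that of 97.0% of the 14691 genes with at least 10 counts in both libraries. It was larger than the fold of the target Tfrc, 2.69 (2.42 to 2.98), in the same pair of libraries. With the median gene set to a fold of 1, Malat1 had a fold of 2.46. Over Malat1 RIA-seq, in which Malat1 itself was the target, the fold of Malat1 in Tfrc RIA-seq was 0.661. From the increase over Actb RIA-seq, tested against a fold of 1, the paper proposes that purification with oligonucleotides against Tfrc could in reverse pull down Malat1.

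**Figure D3:**
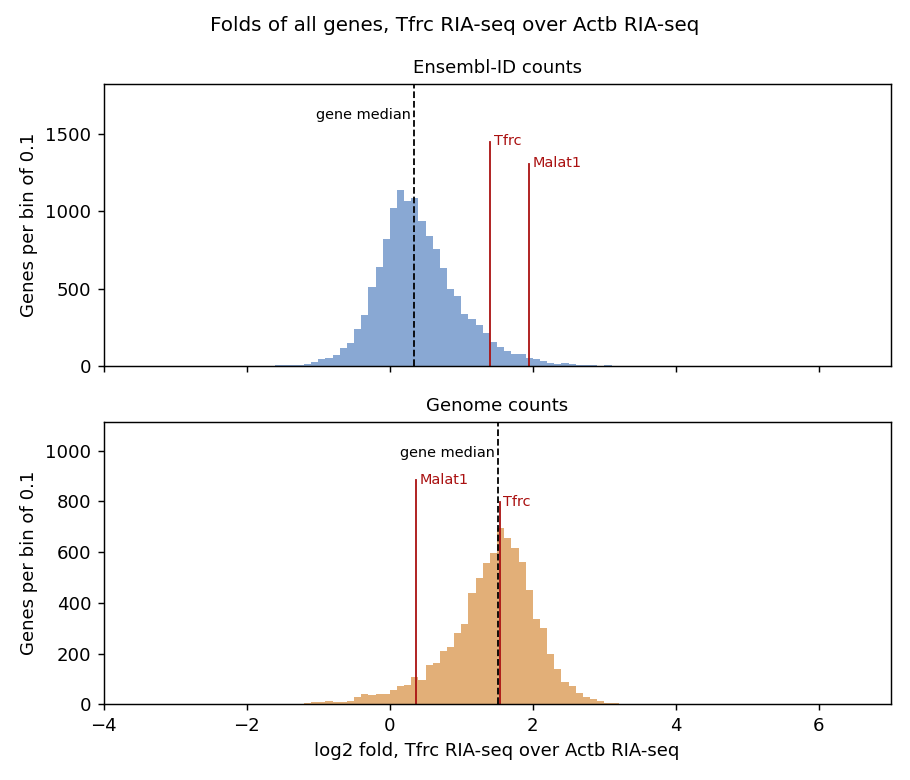
Histogram of the log2 fold of Tfrc RIA-seq over Actb RIA-seq (horizontal axis, bins of 0.1) against the number of genes, for Ensembl-ID counts (top) and Genome counts (bottom), over genes with at least 10 counts in both libraries. Genes beyond the axis are not drawn. The dashed line is the gene median, and red lines mark Tfrc, at a fold of 2.65 at the top and 2.90 at the bottom, and Malat1, at 3.84 at the top. The Genome counts of Malat1, 5 and 9, are under the minimum, so Malat1 is not in the lower histogram.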

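The paper's text does not name these 4 RNAs. Supplementary Note 4, which may name them, was not used here, so their counts were not looked up. Over all 14691 genes with at least 10 counts in both libraries, the median fold of Tfrc RIA-seq over Actb RIA-seq was 1.56. From summed counts, 8794 genes (59.9%) had a fold from 1.4 to 13.6, the range the paper gives. The p-value limit that the paper sets beside this range was not applied, and the paper's folds may rest on another kind of count. The fold was above 1 for 12809 genes (87.2%) and at least 2 for 4196 genes (28.6%). With the median gene set to a fold of 1, the number at 2 or more was 1014. For Ensembl-ID counts alone, 39.0% of 13391 genes lay in the range, and for Genome counts alone, 92.1% of 8344 genes did. Of the RNAs tested with Malat1, Eif4a2 had a fold of 1.82 (95% confidence interval 1.74 to 1.91) in Tfrc RIA-seq over Actb RIA-seq, Slc2a3 of 1.39 (1.34 to 1.44) and Erg28 of 1.37 (1.16 to 1.62).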

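Of the interactions tested by RIA-seq, those of Malat1 with Erg28 (the gene the paper lists under its RIKEN name), Slc2a3, Eif4a2 and Tfrc could be examined by name. With libraries scaled to their totals and Actb RIA-seq as the control, the fold of each in Malat1 RIA-seq had a confidence interval above 1, the lowest bound being 1.38 for Erg28. With the 75th percentile of the counts set equal between the libraries, the folds were 1.02 for Erg28 (chi-square p = 0.783), 1.44 for Slc2a3, 1.03 for Eif4a2 (chi-square p = 0.285) and 1.46 for Tfrc. Over Tfrc RIA-seq as the control, they were 1.19 for Erg28 (chi-square p = 0.0165), 1.65 for Slc2a3, 0.899 for Eif4a2 and 0.864 for Tfrc, the target of that library.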

Taken together, seven additional MARIO-identified interactions were validated by RIA-seq.

### MARIO-derived RNA–RNA interactomes are scale free

The experimentally derived RNA interactome offered an opportunity to test a fundamental physical property. Most known biological networks are hierarchical networks^21^,^22^, where the number of nodes is reversely correlated with the number of interactions (edges) they participate. This reverse correlation takes a linear form in log scale, which is called the power law, also referred to as the scale-free property^38^. However, RNA–RNA interactions have been reported as ‘surprisingly promiscuous'^20^. It was suggested that each miRNA interacts with 300–1,000 mRNAs in one cell type^19^ and a similar picture was proposed for lincRNAs^39^. Extrapolating from these information, one would not expect the RNA interactome to be scale free. For example, an artificial network with 100 miRNAs and each miRNA randomly connected to 300–1,000 mRNAs is not a hierarchical network (Supplementary Fig. 17A).

The MARIO-derived RNA–RNA interactome is scale free (Fig. 2b and Supplementary Fig. 17B). In other words, the quantity of RNAs with a given number of interaction partners (the number of RNAs at the same level of promiscuity) decreases exponentially as that number of interaction partners (promiscuity) increases. In theory, the scale-free property of the experimentally derived network should not be affected by the bioinformatic threshold used for calling the interactions. This is because uniformly adding or withdrawing edges at random should not affect the log linearity in the network's degree distribution. We tested this empirically. Indeed, changing the threshold of calling interactions did not affect the log linearity between the number of RNAs and their number of interaction partners (Supplementary Fig. 17D). Furthermore, the scale-free property of the observed RNA interactome does not change if we remove all rRNA and snoRNA from the network (Fig. 2b). In addition, the RNA interactome derived from mouse brain is scale free (Supplementary Fig. 17C), suggesting this global property is not cell-type specific. In each cell type, there are exponentially more miRNAs and lincRNAs that had relatively specific (fewer) mRNAs than those with greater number of targets (Fig. 2c). In summary, regardless of the thresholds and cell types, MARIO-derived RNA interactomes were hierarchical networks. Therefore, MARIO-derived RNA interactome shares the most essential network property (scale free) as other types of known biological networks. We speculate that this fundamental topological property has not been reported, because previous methods requiring ectopic expression or genetic perturbation may affect the network topology by altering the concentrations of critical molecules.

### Frequently used RNA segments for interactions

A number of the interacting RNAs exhibited overlapping MARIO reads (Fig. 4a), suggesting interactions were often concentrated at specific segments of an RNA. ‘Peaks' of overlapping read fragments were identified and termed ‘interaction sites' (Fig. 4b). Interaction sites appeared not only on miRNAs (the entire mature miRNA), mRNAs and lincRNAs, but also on pseudogene and transposon RNAs (Fig. 4c). Over 2,000 interaction sites were harboured in L1, SINE, ERVK, MaLR and ERV1 transposon RNAs (Supplementary Table 3), indicative of their frequent interactions with other RNAs^40^,^41^. In addition, pseudouridines^42^ were enriched in the mRNA interactions sites of snoRNA–mRNA interactions, corroborating the idea that some RNA segments were favoured in certain types of RNA interactions (Supplementary Note 5).

### Sequence complementation on RNA interaction regions

We asked whether base complementation is used by different types of RNA–RNA interactions. We estimated the hybridization energy of a pair of interacting RNAs by the average hybridization energy of all pairs of ligated fragments (RNA1 and RNA2)^43^ that were mapped to this RNA pair, and compared it with the hybridization energy of control fragment pairs generated by random shuffling of the bases. Complementary bases were preferred in nearly all types of RNA–RNA interactions and were most pronounced in transposonRNA–mRNA, mRNA–mRNA, pseudogeneRNA–mRNA, lincRNA–mRNA and miRNA–mRNA interactions (*P*-values<2.4^−18^, test by random shuffling), but was not observed in LTR–pseudogeneRNA interactions (Fig. 4d and Supplementary Fig. 18). This data led us to speculate that base pairing facilitates sequence-specific posttranscriptional regulation in long RNAs.

### Evolutionary conservation of interaction sites

If these RNA–RNA interactions are sequence specific^44^, the RNA interaction sites should be under selective pressure. We found that the interspecies conservation levels^45^ are strongly increased at the interaction sites and the peak of conservation precisely pinpointed the junction of the two RNA fragments (Fig. 4e). When interacting with lincRNAs, pseudogene RNAs, transposon RNAs or other mRNAs, the interaction sites on mRNAs were more conserved than the rest of the transcripts (Supplementary Fig. 19). The interactions sites on lincRNAs and pseudogene RNAs exhibited increased conservation in lincRNA–mRNA, pseudogeneRNA–mRNA and pseudogeneRNA–transposonRNA interactions (Supplementary Fig. 19). The increased conservation at interaction sites was not due to exon-intron boundaries (Supplementary Fig. 20). Taken together, base complementarity is widespread in the interactions of long RNAs. The complementary regions are evolutionarily conserved.

### Three-dimensional RNA structure

Although we originally designed MARIO for mapping inter-molecule interactions, we also found that MARIO revealed RNA secondary and tertiary structures. All the analyses above were based on intermolecular reads. By looking at intramolecular reads, we learned two characteristics of RNA structure. First, the footprint of single-stranded regions of an RNA were identified by the density of RNase I digestion sites (RNase I digestion was applied before ligation, see Step 2 in Fig. 1a and Supplementary Fig. 21). Second, the spatially proximal sites of each RNA were captured by proximity ligation (Step 5 in Fig. 1a). Over 60,000 linker-containing read pairs were mapped to individual genes and thus were determined as intramolecule cutting and ligation (Supplementary Fig. 22A). Each cut-and-ligated sequence can be unambiguously assigned to one of two structural classes by comparing the orientations of RNA1 and RNA2 in the sequencing read with their orientations in the genome (Fig. 5a). These reads provided spatial proximity information for 2,374 RNAs, including those from 1,696 known genes and 678 novel genes. For example, 277 cut-and-ligated sequences were produced from *Snora73* transcripts (Fig. 5b). The density of RNase I digestion sites (Fig. 5c) was strongly predictive of the single-stranded regions of the RNA (heatmap; Fig. 5e). Six pairs of proximal sites were detected (circles; Fig. 5d). Each pair was supported by three or more cut-and-ligated sequences with overlapping ligation positions (black spots; Fig. 5b). Five out of the six proximal site pairs were physically close in the generally accepted secondary structure (arrows of the same colour; Fig. 5e). On *Snora14*, a pair of inferred proximal sites appeared distant, according to sequenced inferred secondary structure (green arrows; Supplementary Fig. 23). However, ribonucleoprotein DYSKERIN bent *Snora14* transcript *in vivo*^46^,^47^, making the two pseudouridylation loops close to each other, as predicted by the cut-and-ligated sequence (green arrows; Fig. 5f). Structural information can even be derived on novel transcripts and some parts of mRNAs (Supplementary Figs 24 and 25). To date, resolving the spatially proximal bases of any individual RNA in three-dimensional space remains a grand challenge. MARIO provides intra-molecule spatial proximity information for the thousands of RNAs. In addition, the single-strand footprints of every RNA are mapped at the same time. Thus, MARIO largely expanded our capacity to examine RNA structures.

## Discussion

The MARIO method offers several advantages for mapping RNA–RNA interactions. First, MARIO directly analyses the endogenous cellular features without introducing any exogenous nucleotides^14^,^47^,^48^ or protein-coding genes^16^ before cross-linking. This eliminates the uncertainty of reporting spurious interactions produced by changing the RNA or protein expression levels. Moreover, it makes MARIO well-suited for assaying tissue samples. Second, the introduction of a selectable linker enables an unbiased selection of interacting RNAs, making it possible to globally map an RNA–RNA interactome. This method circumvents the requirement for a protein-specific antibody or the need to express a tagged protein. It also removes the limit of working with one RNA-binding protein at a time. Third, this method only captures the RNA molecules co-bound with a single protein molecule, avoiding capture of RNA molecules that are independently bound to different copies of a protein^14^,^19^, which would potentially lead to reporting spurious interactions. Fourth, false positives that result from RNAs ligating randomly to other nearby RNAs are minimized by performing the RNA ligation step on streptavidin beads in extremely dilute conditions. Fifth, the RNA linker provides a clear boundary delineating the position of ligation site in the sequencing reads, thus avoiding ambiguities in mapping the ligated chimeric RNA. Sixth, potential PCR amplification biases are removed by attaching a random four- or six-nucleotide barcode to each chimeric RNA before PCR amplification and subsequently counting completely overlapping sequencing reads with identical barcodes only once^19^,^49^,^50^,^51^,^52^. MARIO should facilitate future investigations of RNA functions and regulatory roles.

## Methods

### Cell culture

Undifferentiated mouse E14 ES cells (gift from Huck-Hui Ng) were cultured under feeder-free conditions. ES cells were seeded on gelatin-coated dishes and were cultured in DMEM medium (GIBCO) supplemented with 15% fetal bovine serum (FBS; Gemini Gemcell), 0.055 mM 2-mercaptoethanol (Sigma), 2 mM Glutamax (GIBCO), 0.1 mM MEM non-essential amino acid (GIBCO), 5,000 U ml^−1^ penicillin/streptomycin (GIBCO) and 1,000 U ml^−1^ of LIF (Millipore). The cells were maintained in an incubator at 37 °C and 5% CO_2_.

MEFs (C57BL/5, GlobalStem) were cultivated in 15-cm dishes in DMEM (GIBCO) supplemented with 15% FBS (Gemini Gemcell), 0.055 mM 2-mercaptoethanol (Sigma), 2 mM Glutamax (GIBCO), 0.1 mM MEM non-essential amino acid (GIBCO), 5,000 U ml^−1^ penicillin/streptomycin (GIBCO). MEFs were also maintained in an incubator at 37 °C and 5% CO_2_.

*Drosophila* S2 cells (Invitrogen) were maintained in 15-cm plates in Schneider's *Drosophila* Medium (GIBCO) supplemented with 10% heat-inactivated FBS (Gemini Gemcell) and 5 ml 1:100 penicillin/streptomycin (GIBCO) in an incubator at 28 °C without CO_2_.

### Tissue dissection and preparation

Mice handling was approved by the Institutional Animal Care and Use Committee of the University of California, San Diego. Adult female (C57BL/6J background) was killed by cervical dislocation and the whole brain was immediately collected, rinsed with ice-cold PBS three times and snap frozen. Frozen, whole mouse brain tissue was ground into fine powder in liquid nitrogen using a mortar and pestle. The tissue powder was quickly transferred into a Petri dish on a bed of dry ice and irradiated on dry ice three times at 400 mJ cm^−2^ in an ultraviolet cross-linker (254 nm) with gentle swirling between each irradiation. Cross-linked, powdered tissue was immediately lysed and subjected to MARIO procedure as described.

### Overview of the MARIO method

MARIO was designed to: (i) capture interacting RNAs *in vivo* in an unbiased manner without genetically or transiently introducing exogenous molecules; (ii) allow stringent removal of non-physiologic associations that form after cell lysis^53^; (iii) select the proximity-ligated chimeric RNAs; and (iv) allow unambiguous bioinformatic identification of interacting RNAs. We achieved these objectives by: (i) cross-linking and immobilization of all RNA–protein complexes in streptavidin beads and removal of nonspecific binding by denaturing conditions; (ii) attaching a biotin-tagged RNA linker to facilitate selective enrichment of chimeric RNA constructs; (iii) using the linker sequence to unambiguously split the interacting RNAs from a sequencing read pair.

#### Cross-linking RNAs to proteins

Ultraviolet irradiation was used to form covalent bonds between photoreactive nucleotide bases and amino acids. Ultraviolet irradiation generates highly reactive, short-lived states of the nucleotide bases within the RNA, inducing covalent bond formation only with amino acids at their contact points without additional elements that might cause conformational perturbation^54^. Ultraviolet irradiation at 254 nm does not promote protein–protein cross-linking due to the different wavelengths absorbed by amino acids. Specifically, cells were washed twice in ice-cold PBS. E14 and MEF cells were irradiated once, whereas *Drosophila* S2 were irradiated three times with UV-C (254 nm) at 400 mJ cm^−2^ in ice-cold PBS on ice. Cells were harvested by scraping and pelleted by centrifugation at 1,000 *g* for 5 min at 4 °C. Cell pellets were snap-frozen in liquid nitrogen and stored at −80 °C.

We generated a MARIO library (ES indirect) in which we cross-linked protein–protein complexes as well. This was to capture the RNA that were brought together by protein interactions. We applied an *in vivo* dual cross-linking method with previously validated parameters^55^,^56^,^57^. Briefly, cells were first rinsed with room-temperature PBS and treated with 1.5 mM EthylGlycol bis (SuccinimidylSuccinate) (Pierce Protein Research Products, Rockford, Illinois) freshly prepared in PBS for 45 min at room temperature on a shaker. Cells were further treated with formaldehyde (Pierce Protein Research Products) to a final concentration of 1% and incubated for 20 min at room temperature with rocking. Glycine was added to a final concentration of 250 mM and incubated for 10 min at room temperature, to quench the cross-linking reaction. Cells were then washed once with PBS at room temperature, scraped off, pelleted at 1,000 *g* for 5 min at 4 °C, snap-frozen in liquid nitrogen and stored at −80 °C.

#### Cell lysis, RNA fragmentation, and protein biotinylation

Approximately 6 × 10^8^ cross-linked cells stored at −80 °C were thawed on ice and resuspended in ∼3 volumes of lysis buffer (50 mM Tris-HCl pH 7.5, 100 mM NaCl, 0.1% SDS, 1% IGEPAL CA-630, 0.5% sodium deoxycholate, 1 mM EDTA supplemented with 1:20 volume of EDTA-free complete protease inhibitor cocktail (Roche)). Lysis was performed on ice for 20 min. Cell debris and insoluble chromatin were removed by centrifugation at 20,000 *g* for 10 min at 4 °C. The supernatant was collected and treated with TURBO DNase (Invitrogen) at concentration of 10 μl TURBO DNase per ml lysate for 20 min at 37 °C. RNAs were digested into ∼1,000- to 2,000-nt (ES-1) or ∼1,000-nt (ES-2) fragments by adding 10 μl of 1:100 diluted RNase I (NEB) per ml of lysate and incubating at 37 °C for 3 min. Following RNase I treatment, the lysate was immediately transferred to ice for at least 5 min. Both RNase I and sonication-based fragmentation leave 5′-OH and 3′-P ends, incompatible with RNA ligation, which suppress undesirable RNA ligations. To stop DNase digestion, we added EDTA (Ambion) to a 25-mM final concentration and incubated the mixture at 4 °C for 15 min with rotation. The fragmented dual cross-linked (ES indirect) lysate was prepared as follows: after the lysis on ice for 20 min, the suspension was directly subjected to fragmentation by sonication (Covaris E220) under the following settings: 20 min with 5% duty cycle, 140 Watts peak incident power and 200 cycles per burst at 4 °C.

For cross-species experiment (Fly-Mm), ∼3 × 10^8^ E14 mES cells and 3 × 10^8^ *Drosophila* S2 cells were lysed separately and then mixed before protein biotinylation.

To dissociate loosely bound proteins, 500 mM NaCl final concentration was added and the solution was incubated at 4 °C for 10 min with rotation. To further dissociate protein complexes and non-cross-linked RNAs, and halt the activities of RNase I, we added SDS to a 0.3% final concentration and incubated the mixture with shaking at 750 r.p.m. for 15 min at 65 °C. After letting the solution mixture cool down to room temperature, we biotinylated the cysteine residues by adding to the lysate 1:5 volume of 25 mM (13.56 mg ml^−1^) EZlink Iodoacetyl-PEG2-Biotin (IPB) (Pierce Protein Research Products) and rotating the mixture in the dark for 90 min at room temperature. We quenched the biotinylation reaction by adding dithiothreitol (DTT) to a 5-mM concentration and incubating at room temperature for 15 min. To neutralize SDS, Triton X-100 (Sigma) was added to a 2% final concentration and incubated at 37 °C for 15 min. The lysate sample was dialysed in a 20-kDa cutoff Slide-A-Lyzer Dialysis Cassette (Pierce Protein Research Products) at room temperature in 2 l of dialysis buffer (20 mM Tris-HCl pH 7.5, 1 mM EDTA) to remove excess biotin. The dialysis buffer was changed at least thrice, once every 2 h. Following dialysis, the lysate was transferred to a 15-ml tube.

#### Immobilization on beads

The protein–RNA complexes were immobilized at low bead-surface density on streptavidin-coated beads (800 μl MyOne Streptavidin T1 beads, which is equivalent to 200 cm^2^ surface area). The advantages of immobilization on a solid surface include: (i) reduction of random intermolecular ligations between non-cross-linked oligonucleotides^58^, (ii) permit efficient buffer exchange and (iii) removal of non-physiologic interactions by stringent washes.

Eight hundred microlitres of MyOne T1 beads were washed thrice with PBST (PBS with 0.1% Tween-20), resuspended in 800 μl of the same buffer and transferred into the biotinylated lysate. The bead-lysate suspension was rotated at room temperature for 45 min. During this incubation, we prepared 200 μl of neutralized 25 mM IPB by adding equal molarity of DTT and incubating at room temperature for at least 30 min. The beads were immobilized using a magnetic stand and most of the supernatant was aspirated out, leaving behind 4 ml of the supernatant. The beads were resuspended in the leftover solution followed by the addition of 200 μl of neutralized IPB. IPB was used to saturate excess of unbound streptavidin after immobilization, which may interfere with subsequent step that involves biotin-tagged RNA linker. To remove the undesired RNAs non-covalently attached to proteins or via nonspecific protein–protein interactions^59^,^60^, the beads were washed three times with ice-cold denaturing washing buffer I (50 mM Tris-HCl pH 7.5, 0.5% lithium dodecyl sulfate, 500 mM lithium chloride, 7 mM EDTA, 3 mM EGTA, 5 mM DTT) with rotation at 4 °C for 5 min in every wash. Next, the beads were washed with ice-cold, high-salt wash buffer II (50 mM Tris-HCl pH 7.5, 1 M NaCl, 0.1% SDS, 1% IGEPAL CA-630, 1% sodium deoxycholate, 5 mM EDTA, 2.5 mM EGTA, 5 mM DTT), wash buffer III (1 × PBS, 1% Triton X-100, 1 mM EDTA, 1 mM DTT) and T4 polynucleotide kinase (PNK) wash buffer (20 mM Tris-HCl pH 7.5, 10 mM MgCl_2_, 0.2% Tween-20, 1 mM DTT); two times with each buffer, with a rotation for 5 min at 4 °C during the second wash.

#### Ligation of a biotin-tagged RNA linker

Next, a biotin-tagged RNA linker (5′- rCrUrArG/iBiodT/rArGrCrCrCrArUrGrCrArArUrG rCrGrArGrGrA -3′) was attached to the RNA's 5′-end. The biotin-tagged linker serves as a selection marker to enrich for the ligated RNAs; it also delineates a clear boundary to unambiguously split any sequencing read that covered a ligation junction. The 5′-end of the RNA linker was temporarily ‘blocked' from ligation, to avoid linker circularization or concatenation. This was achieved by synthesizing the linker with a 5′-OH group, which is incompatible with ligation but can be ‘re-activated' by phosphorylation. However, RNase I leaves 5′-OH end, which is incompatible for linker ligation; thus, we first phosphorylated the 5′-end with PNK, 3′-phosphatase minus (NEB). We did not use the wild-type T4 PNK due to its additional 3′-phosphatase activities, which modifies the 3′-ends of RNAs from 3′-P into 3′-OH, making them susceptible to self-ligation.

This was achieved by removing wash buffer and subsequently resuspending the beads in 100 μl of PNK reaction mixture (73 μl of RNase-free water, 10 μl of 10 × PNK buffer, 10 μl of 10 mM ATP, 5 μl of 10 U μl^−1^ T4 PNK (3′-phosphatase minus) (NEB), 2 μl of RNAsin Plus (Promega)) and incubating for 1 h at 37 °C with intermittent shaking at 1,200 r.p.m. for 5 s every 2 min. The beads were washed with wash buffer I, II, III and PNK, two times with each buffer, with rotation for 5 min at 4 °C in the second wash. The ice-cold washes were used to eliminate any leftover PNK, which may phosphorylate the RNA linker, inducing it to be potentially ligated to the 3′-end of RNAs. After wash buffer was removed, the biotin-tagged RNA linker was ligated to RNA 5′-ends by adding 160 μl RNA ligation reaction mixture, which contained 2 μl RNAsin Plus (Promega), 16 μl of 10 mM ATP, 16 μl of 10 × RNA ligase buffer, 16 μl of 1 mg ml^−1^ BSA, 30 μl of 20 μM biotin-labelled linker, 64 μl of 50% PEG8000 (NEB), 16 μl of 10 U μl^−1^ T4 RNA ligase 1 (NEB). Ligation was carried out at 16 °C overnight with intermittent shaking at 1,200 r.p.m. for 15 s every 2 min. BSA was added to enhance the activities of T4 RNA ligase and prevent bead aggregation. Polyethylene glycol (PEG) was used to enhance intermolecular ligation by increasing the concentrations of the donor and the acceptor ends^61^.

#### Proximity ligation

Next, the beads were washed twice with ice-cold wash buffer II, once with ice-cold wash buffer III and PNK wash buffer. To prepare for proximity ligation, we first dephosphorylated the RNA 3′-end using the 3′-phosphatase activities of T4 PNK, leaving a 3′-hydroxyl group^62^. After discarding wash buffer, the beads were mixed with 73 μl of RNase-free water, 20 μl of 5 × PNK buffer pH 6.5 (350 mM Tris-HCl pH 6.5, 50 mM MgCl_2_, 10 mM DTT), 5 μl of 10 U μl^−1^ T4 PNK (3′-phosphatase minus) (NEB), 2 μl of RNAsin Plus (Promega) and incubated for 20 min at 37 °C with intermittent shaking at 1,200 r.p.m. for 5 s every 2 min. The beads were washed once with PNK wash buffer and the 5′-end of the biotin-labelled linker was phosphorylated in 100 μl of PNK reaction mixture (73 μl of RNase-free water, 10 μl of 10 × PNK buffer, 10 μl of 10 mM ATP, 5 μl of 10 U μl^−1^ T4 PNK (3′-phosphatase minus) (NEB), 2 μl of RNAsin Plus (Promega)) for 1 h at 37 °C with intermittent shaking. Following phosphosrylation, the beads were wash twice in PNK wash buffer and proximity ligation was then performed under extremely diluted conditions in a 15-ml total volume reaction (8.9 ml of RNase-free water, 1.5 ml of 10 mM ATP, 1.5 ml of 10 × RNA ligase buffer, 75 μl of 20 mg ml^−1^ BSA (NEB), 25 μl of 1 M DTT, 2.25 ml of 100% dimethyl sulfoxide, 0.75 ml of 10 U μl^−1^ T4 RNA ligase 1 (NEB)), to minimize inter-complex ligations. The proximity ligation was carried out at 16 °C overnight with continuous rotation.

#### RNA purification and reverse transcription

The following day, ligation was stopped by adding EDTA to a final concentration of 25 mM and rotating for 15 min at 4 °C, to prevent inter-molecular ligation from happening as the beads were collected on the wall of the tube. The beads were washed once in PBST. We next eluted protein–RNA complexes from streptavidin beads twice in 100 μl of Elution Buffer (100 mM Tris-HCl pH 7.5, 50 mM NaCl, 10 mM EDTA, 1% SDS, 10 mM DTT, 2.5 mM D-biotin (Invitrogen)) by heating to 95 °C for 5 min. The resulting solutions were combined, mixed with 50 μl of 800 U ml^−1^ Proteinase (NEB) and incubated at 55 °C for 2 h. We topped up the mixture with RNase-free water to the final volume of 400 μl. RNAs were extracted in 400 μl of phenol:chloroform:isoamyl alcohol (125:24:1, pH 4.5) (Ambion) and incubation at 37 °C for 20 min with shaking at 1,000 r.p.m. The mixture was transferred into a 2-ml MaXtract high-density phase lock gel tube (Qiagen) and centrifuged at 16,000 *g* for 5 min at room temperature. Residual phenol was removed by adding 400 μl of chloroform to the same MaXtract tube and centrifugation at 16,000*g* for 5 min at room temperature. Following centrifugation, the aqueous phase was transferred into a new tube and RNAs were precipitated by adding 1:9 volume of 3 M sodium acetate pH 5.2, 1.5 μl of glycoblue (Ambion) together with 1 ml of 1:1 ethanol:isopropanol and incubating at −20 °C overnight. We pelleted the precipitated RNA by centrifugation at 21,000 *g* for 30 min at 4 °C. After discarding the supernatant, the pellet was washed twice with 80% ethanol and air dried until ethanol completely evaporated. The purified RNAs at this stage were a mixture of RNAs without linkers (RNA1 or RNA2), RNAs ligated with linkers but not proximity ligated with other RNAs (5′-linker–RNA2) and the desirable chimeric constructs in the form of 5′-RNA1–linker–RNA2. RNA1 can be depleted by selection of the biotin-tagged linker. We therefore depleted the non-informative 5′-linker–RNA2 as well in the next reaction with T7 exonuclease.

##### Removing biotin from terminal linkers (5′-linker–RNA2)

This was based on the RNase H activity of T7 exonuclease, which not only removes 5′-mononucleotides from duplex DNA but also exert exonucleolytic activity on the RNA strand from a RNA–DNA hybrid^63^. A complementary DNA oligonucleotide (5′- T*C*G*C*ATTGCATGGGCTACTAGCAT -3′, where * denotes the phosphorothioate bond to block its digestion by T7 exonuclease^64^) was annealed to the RNA linker, creating a double-stranded DNA–RNA hybrid between the RNA linker and the cDNA strand. The cDNA strand was designed so that after annealing the 5′-end of the RNA linker was recessed, while the 3′-end of the DNA strand was protruding. The annealed products were then treated with T7 exonuclease.

The RNA pellet was resuspended in 17 μl of RNase-free water, 4 μl of 10 × NEBuffer4 and 7 μl of 100 μM cDNA oligo. Annealing was performed by denaturing at 95 °C for 2 min and then slowly ramping down the temperature (at −0.1 °C s^−1^) to 25 °C. The annealed mixture was then mixed with 8 μl of 10 U μl^−1^ T7 exonuclease (NEB), 4 μl of 1 mg ml^−1^ BSA and incubated at 37 °C for 1 h. We removed the DNA oligonucleotides and any contaminating genomic DNA using TURBO DNase rigorous treatment: 44 μl of RNase-free water, 10 μl of 10 × TURBO DNase buffer and 6 μl of TURBO DNase (Invitrogen) was added, and the resulting mixture was incubated at 37 °C for 1 h. DNase-treated RNA was purified by phenol:chloroform extraction and ethanol precipitation as described above.

##### Removal of rRNAs by antibody-based depletion of RNA-–DNA hybrid (GeneRead rRNA Depletion Kit (Qiagen)) in ES-2 MEF samples

rRNA was removed according to the manufacturer's instructions with the following modifications. Instead of cleaning up depleted RNA by RNeasy MinElute spin columns, which will remove RNAs shorter than 200 nucleotides, we removed excess rRNA capture probes by rigorous DNase treatment. DNase-treated RNA was also purified by phenol:chloroform extraction and ethanol precipitation as described above.

##### RNA shearing

Following ethanol precipitation, RNA was fragmented into size range of 150–400 bp, optimal for sequencing by Illumina HiSeq, by using the RNase III fragmentation kit according to the manufacturer's protocol. Fragmented RNA was purified by 2.2 × SPRISelect beads (Beckman Coulter Genomics) and ethanol precipitated as described above.

##### Ligation with reverse transcription (RT) adapter

Next, the RNAs were ligated with a 3′-RT adapter (5′- /5rApp/AGATCGGAAGAGCGGTTCAG/3ddC/ -3′) that served as a primer for RT reaction. Following ethanol precipitation, the RNA pellet was resuspended in 20 μl of ligation reaction mixture: 1 μl RNAsin Plus (Promega), 2 μl of 10 × RNA ligase buffer, 7 μl of 20 μM pre-adenylated L3-App adapter, 8 μl of 50% PEG8000 (NEB), 2 μl of 200 U μl^−1^ T4 RNA ligase 2, truncated KQ (NEB). The reaction was incubated overnight at 16 °C.

##### Reverse transcription

Following ligation, RNA was purified by 2 × SPRISelect beads (Beckman Coulter Genomics) and eluted in RNase-free water. The following RT reaction is described for 2 μg of RNA and was scaled up accordingly for higher amount of RNAs. For each experiment or replicate, a different RT primer containing individual experimental barcode sequence was used. Each RT primer has the form of 5′- /5Phos/NNXXXXNNNNAGATCGGAAGAGCGTCGT**GgatcC**TGAACCGCTCTTCCGATCT -3′. According to this scheme, the first read of every sequencing read pairs contains a barcode that takes the configuration of NNNNXXXXNN (reverse complement of that from the RT primer), where the Ns are a random 6-nt barcode for removing PCR duplicates^19^,^50^,^51^,^52^. Any two pair-end reads with identical mapped locations and random barcodes would be counted as only one. The XXXX is a fixed 4-nt sample barcode for multiplexed sequencing (AGGT for ES-1, CGCC for ES-2, CATT for ES-indirect and CGCC for MEF). Any two 4-nt sample barcodes differ by three nucleotides, to avoid potential confusions from mutations or sequencing errors.

For cDNA synthesis, 9 μl of RNA was mixed with 1 μl 10 mM dNTPs and 1 μl of 50 μM RT primer. The mixture was heated at 65 °C for 5 min and snap-cooled in ice for at least 2 min. Four microlitres of 5 × First-Strand buffer (Invitrogen), 1 μl DTT, 0.1 M, 1 μl RNasin Plus and 1 μl of 10 mg ml^−1^ T4 gene 32 protein (NEB) were added. The resulting mixture was incubated at 50 °C for 2 min before adding reverse transcriptase enzyme to minimize mispriming. Next, we added 2 μl of 200 U μl^−1^ Superscript III reverse transcriptase (Invitrogen) to the solution. The RT reaction mixture was then incubated at 50 °C for 45 min, 55 °C for 20 min followed by 4 °C hold. Here, the heat inactivation of reverse transcriptase enzyme was omitted, to preserve the RNA–cDNA hybrids.

#### Biotin pull-down of chimeric RNA–DNA hybrids

Streptavidin–biotin affinity purification was used to enrich for chimeric RNA–DNA hybrids. This pull-down was carried out after the second RNA fragmentation and RT, to allow a substantial fraction of the sequencing read pairs to cover the RNA–linker or linker–RNA junctions, in one end of the read pair.

Specifically, 50 μl of Myone C1 beads (Invitrogen) was prepared by washing twice with 1 × Tween B&W buffer (5 mM Tris-HCl pH 8.0, 0.5 mM EDTA, 1 M NaCl, 0.05% Tween) and once with 1 × B&W buffer (5 mM Tris-HCl pH 8.0, 0.5 mM EDTA, 1 M NaCl). The beads were then resuspended with 100 μl of 2 × B&W buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA, 2 M NaCl). The RT mixture was topped up with RNase-free water to the final volume of 100 μl before combining with 100 μl C1 bead suspension and incubated at RT for 30 min with rotation. The beads were reclaimed and washed thrice with 1 × B&W buffer before transferring into a new tube, followed by washing once with TE buffer pH 8.0. Next, the cDNA strand was released from streptavidin beads by completely digesting the RNA strand in 50 μl RNase H elution mixture (39.5 μl of RNase-free water, 5 μl 10 × RNase H reaction buffer, 0.5 μl 10% Tween-20, 5 μl of 5 U μl^−1^ RNase H (NEB)) for 1 h at 37 °C. The beads were collected on the tube wall using a magnetic concentrator and the supernatant was collected in a new tube for subsequent manipulations. We inactivated RNase H by heating at 70 °C for 20 min. cDNA was purified by 2.2 × SPRISelect beads (Beckman Coulter Genomics) (v/v).

#### Construction of sequencing library

Considering the ultraviolet-induced cross-link site sometimes stalls RT, resulting in truncated cDNAs that lack the 5′-adapter^65^, we adopted a circularization strategy that allowed for constructing sequencing libraries even from truncated cDNAs^62^ (Supplementary Fig. 1). The RT primer contained the adapter regions to prime PCR amplification by Illumina PE PCR Forward Primer 1.0 (5′- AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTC TTCCGATCT -3′) and PE PCR Reverse Primer 2.0 (5′- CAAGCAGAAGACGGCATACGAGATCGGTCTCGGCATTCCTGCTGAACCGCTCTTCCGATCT -3′), flanking a BamHI restriction site and a sequencing barcode.

##### Circularization

cDNA was circularized by CircLigase II (Epicentre). Briefly, cDNA was eluted from SPRISelect beads in 20 μl CircLigase reaction mixture (12 μl of sterile water, 2 μl of CircLigase II 10 × reaction buffer, 1 μl of 50 mM MnCl_2_, 4 μl of 5 M Betaine, 1 μl of 100 U μl^−1^ CircLigase II (Epicentre)) and incubated for 2 h at 60 °C. CircLigase II was inactivated by incubating the reaction at 80 °C for 10 min.

##### Relinearization

A cDNA oligo was annealed to the RT primer, generating a short double-stranded region suitable for BamHI restriction. This strategy also prevents BamHI activities on other endogenous BamHI restriction sites. Next, BamHI were applied, creating linear cDNAs with adapters at both 5′- and 3′-ends to prime subsequent PCR amplification. Next, oligo annealing mixture (43 μl water, 6 μl 10 × FastDigest Buffer (Fermentas), 5 μl 20 μM Cut_oligo (5′- GTTCA**GGATCC**ACGACGCTCTTCAAAA/3InvdT/ -3′) was added into the CircLigase II reaction. Annealing was carried out by heating to 95 °C for 2 min, followed by 71 cycles of 20 s each, starting from 95 °C and decreasing the temperature by 1 °C after every cycle down to 25 °C and holding at 25 °C. Six microlitres of FastDigest BamHI (Fermentas) was added and incubated at 37 °C for 30 min. Re-linearized cDNA was purified by 2 × SPRISelect beads (Beckman Coulter Genomics) (v/v) and eluted in nuclease-free water.

##### First PCR pre-amplification and size selection

Single-stranded cDNA was first pre-amplified by PCR using a truncated version of PCR primers (forward primer DP5, 5′- CACGACGCTCTTCCGATCT -3′ and reverse primer DP3, 5′- CTGAACCGCTCTTCCGATCT -3′) with small number of cycles (six cycles). We found that the final libraries were less prone to be contaminated with undesirable smaller size fragments (primer–dimers, products which contain only the barcode and/or RNA linker) by doing size selection at this stage.

Six cycles of PCR were performed in a 40-μl reaction, which contained 20 μl of NEBNext High-Fidelity 2 × PCR Master Mix (NEB), 0.625 μM of each DP5/DP3 primer using the following temperatures: 1 cycle of initial denaturation at 98 °C for 30 s; 6 cycles of amplification with 98 °C for 10 s, 65 °C for 30 s, 72 °C for 30 s; followed by final extension at 72 °C for 5 min; and hold at 4 °C. The PCR product was purified by 1.8 × SPRISelect beads (v/v) and size-selected using E-gel EX 2% Agarose gels (Invitrogen). The DNA fragments between 150 bp and 350 were excised from the gel and purified using MinElute gel extraction kit (Qiagen).

##### rRNA removal by duplex-specific nuclease (DSN) approach^66^

(ES-1, ES-indirect). To reduce rRNA cDNAs from ES-1 and ES-indirect library, we also pre-amplified ss-cDNA using the truncated PCR primer DP5/DP3. However, the PCR cycle number was increased until we could obtain 80–100 ng of cDNA after purification by 1.8 × SPRISelect beads (Beckman Coulter Genomics) (v/v). We skipped the size selection by agarose gel, as this would largely reduce the amount of DNA. The eluted DNA from SPRISelect beads was mixed with 4.5 μl hybridization buffer (2 M NaCl, 200 mM HEPES pH 8.0) and sterile water (if necessary) to a final volume of 18 μl. The resulting mixture was denatured at 98 °C for 2 min and re-annealed at 68 °C for 5 h on a thermal cycler. Although the reaction mix tube was still in the thermal cycler, we added 20 μl of 68 °C-preheated 2 × DSN buffer (Axxora) to the reaction mix, mixed well by pipetting up and down ten times and incubated the reaction for 10 min at 68 °C. Two microlitres of 1 U μl^−1^ DSN enzyme (Axxora) was added, mixed and incubated at 68 °C for 25 more minutes. We stopped the reaction by adding 40 μl of 2 × DSN stop solution (Axxora) to the reaction mix tube, mixing well and transferred the tube to ice. The reaction mixture was then purified using 1.8 × SPRISelect beads.

##### Final PCR amplification

We performed PCR amplification of DNA produced from previous steps using full-length PCR primer PE 1.0 and 2.0 (Illumina). The number of PCR cycles was carefully titrated by running pilot PCRs with small aliquots of DNA to avoid overamplification. We purified the PCR products by 1.8 × SPRISelect beads (v/v) and size-selected fragments between 250 and 550 (120–420 bp insert plus ∼130 bp, the combined length of Illumina PE 1.0/2.0). Final libraries were quantified by Qubit (Invitrogen) and quantitative PCR, quality-checked by Bioanalyzer (Agilent Technologies) and submitted for paired-end sequencing on Illumina HiSeq platform.

### Oligonucleotide sequences used in MARIO

The custom-designed RNA and DNA oligonucleotides used in the procedure are as follows:

Biotinylated RNA linker (RNase-free HPLC-purified from IDT):

5′- rCrUrA rG/iBiodT/rA rGrCrC rCrArU rGrCrA rArUrG rCrGrA rGrGrA -3′

cDNA strand with RNA linker (RNase-free HPLC-purified from Sigma):

5′- T*C*G*C*ATTGCATGGGCTACTAGCAT -3′

Pre-adenylated RT adapter (RNase-free HPLC-purified from IDT):

5′- /5rApp/AGATCGGAAGAGCGGTTCAG/3ddC/ -3′

RT primers (adapted from ref. 62) (RNase-free HPLC-purified from Sigma):

RT Primer for the ES-1 sample:

5′- /5Phos/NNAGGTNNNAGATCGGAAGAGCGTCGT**GgatcC**TGAACCGCTCTTCCGATCT -3′

RT Primer for the ES-2 and MEF samples (sequenced on different lanes):

5′- /5Phos/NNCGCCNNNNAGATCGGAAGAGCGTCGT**GgatcC**TGAACCGCTCTTCCGATCT -3′

RT Primer for the ES-indirect sample:

5′- /5Phos/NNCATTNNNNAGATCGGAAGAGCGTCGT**GgatcC**TGAACCGCTCTTCCGATCT -3′

Cut_oligo (HPLC-purified from IDT):

5′- GTTCA**GGATCC**ACGACGCTCTTCAAAA/3InvdT/ -3′

BamHI restriction site is highlighted

Truncated PCR Forward Primer DP5 (HPLC-purified from IDT):

5′- CACGACGCTCTTCCGATCT -3′

Truncated PCR Reverse Primer DP3 (HPLC-purified from IDT):

5′- CTGAACCGCTCTTCCGATCT -3′

Illumina PE PCR Forward Primer 1.0 (PAGE-purified from Sigma):

5′- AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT -3′

Illumina PE PCR Reverse Primer 2.0 (PAGE-purified from Sigma):

5′- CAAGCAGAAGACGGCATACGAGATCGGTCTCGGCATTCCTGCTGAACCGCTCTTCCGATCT -3′

### Single-molecule RNA-FISH

Oligonucleotides were synthesized with a biotin attached to their 5′-end (IDT). Labelling was achieved by incubation of oligonucleotides and dyes (Alexa 555 or qDots, Invitrogen) coupled with streptavidin at room temperature for 30 min at a ratio of 0.5 μM of oligonucleotides per 1 μM of dye.

ES cells were seeded on glass-bottom micro-chamber (1.5, Lab Teck) previously coated with poly-D-lysine (5 μM, Sigma) and laminin (0.01 mg μl^−1^, Sigma). Following incubation for 2 h, cells were washed in nuclease-free PBS and permeabilized with methanol at −20 °C. smRNA-FISH experiments were conducted using a modified version of an established protocol^67^. Hybridizations were carried with ∼15 μM of oligonucleotides in hybridization buffer for 30 min at 40 °C. Excess of probes and dyes was removed by two washes (SSC 2 × , formamide 10%) at 37 °C for 30 min. The cells were then imaged in SSC 2 × buffer (pH 7.5).

Wide-field fluorescence imaging was conducted in an Olympus IX83 inverted microscope equipped with appropriate cubes for the dyes used (Supplementary Table 4, Chroma) and × 60 oil-immersion objective (numerical aperture=1.4, Olympus). Images were captured with ORCA-R2 charge-coupled device camera (Hamamatsu) at intervals of 0.2 μm on the *z* axis.

Following imaging, raw image stacks were processed in ImageJ^68^, first by applying the Laplacian of Gaussian filter^69^, second by counting the three-dimensional-rendered signal spots^70^ at incrementing intervals of 500 fluorescence arbitrary units. The number of spots in each image stack was obtained at the threshold interval of three consecutive equal counts. We observed that by selecting fluorescence intensities beyond this plateau one would have reduced the number of spots identified in the order of one unit, with the potential increase in false-negative spots. In addition to the counts, we collected data for the spot's respective *x*–*y*–*z* centre of mass.

### The computational pipeline (MARIO tools)

MARIO tools is a package of command-line tools for analyses of MARIO data. It is written in Python and R, and is version controlled by GitHub. The full documentation of the MARIO tools software is available at http://mariotools.ucsd.edu. The pipeline takes pair-end sequencing reads as input (Supplementary Fig. 26A). The oligonucleotide sequences of the RNA linker and the sample barcodes used for multiplexed sequencing should also be provided to the pipeline. The main outputs include: (1) a parsed cDNA library, including the list of chimeric cDNAs in the form of RNA1–Linker–RNA2 (see the final products in Supplementary Figs 1 and 26C); (2) the genomic locations of RNA1 and RNA2 of every chimeric cDNA (Supplementary Fig. 26D); and (3) interacting RNA pairs inferred from statistical enrichment of chimeric cDNAs (Supplementary Fig. 26E). The major analysis steps of MARIO tools are as follows: (1) removing PCR duplicates; (2) assigning multiplexed sequencing reads into corresponding experimental samples; (3) recovering the cDNAs in the sequencing library; (4) parsing the chimeric cDNAs; (5) mapping to the genome; (6) identifying interacting RNA pairs; and (7) identifying RNA interaction sites. Detailed documentation of MARIO tools is available at http://mariotools.ucsd.edu

### Binding energies between RNA interaction sites

The binding energies between two RNA interaction sites were calculated by the DuplexFold programme from RNAstructure version 5.6 (ref. 43). The base paring between two interaction sites was determined by MiRanda version 3.3a.

### Conservation levels of RNA interaction sites

For every read pair in the RNA1–Linker–RNA2 category (output of Step 4 from MARIO tools), we obtained the PhyloP conservation scores^45^ of two 1,000-bp genomic regions, one centred at the ligation junction of RNA1–Linker and the other centred at the ligation junction of Linker–RNA2. The average PhyloP scores of all the RNA1–Linker–RNA2-type read pairs were plotted. As a control, we obtained average PhyloP scores from the same number of random genomic regions of the same lengths.

### Detecting read pairs

Starting from the RNA1–Linker–RNA2 type of read pairs (output of ‘Step 6. Selection and extraction of desired RNA–RNA interactions and reverse transcription' from MARIO tools), we applied the following filters to identify the pair-end reads generated from self-interacting RNAs. We removed those read pairs mapped to two different genes. If a read pair mapped to the same gene, we also removed those pairs that: (1) did not contain any fraction of the linker sequence; (2) the forward and the reverse reads mapped to opposite strands within 2,000 bp; (3) the read mapped to plus strand has smaller coordinates than the read mapped to minus strand in the genome within the pair. This step minimizes the inclusion of any intact (continuous) RNA fragment in the structural analysis.

### RNA folding and secondary structure prediction

Structural information of the RNAs with known or generally accepted structures was downloaded from fRNAdb database v3.4 in DOT format (graph description language). We drew figures from the DOT files using the command line version of VARNA Applet version 3.9. For the RNAs without structural information in fRNAdb, we predicted their secondary structures based on the sequence using the ‘Fold' programme in RNAstructure version 5.6^43^.

### Data availability

Data that support the findings of this study have been deposited in Gene Expression Omnibus with the accession number GSE61489.

## Additional information

**Accession codes:** Data that support the findings of this study have been deposited in Gene Expression Omnibus with the accession number GSE61489.

**How to cite this article:** Nguyen, T. C. *et al*. Mapping RNA–RNA interactome and RNA structure *in vivo* by MARIO. *Nat. Commun.* 7:12023 doi: 10.1038/ncomms12023 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-28, Supplementary Tables 1-8, Supplementary Notes 1-5 and Supplementary References

## Figures and Tables

**Figure 1:**
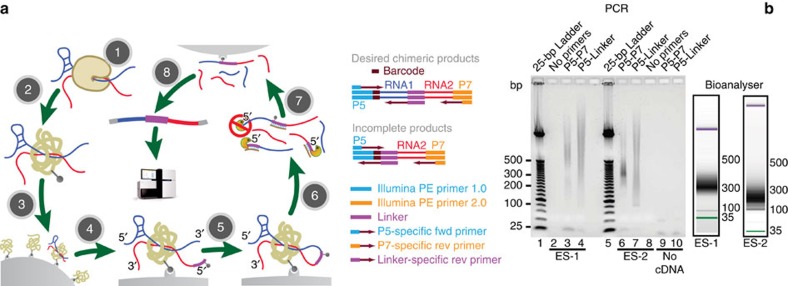
MARIO technology. (**a**) The major experimental steps are as follows: (1) cross-linking RNAs to proteins; (2) RNA fragmentation, protein denaturing and biotinylation; (3) immobilization of RNA-binding proteins at low density; (4) ligation of a biotinylated RNA linker; (5) proximity ligation under a dilute condition; (6) RNA purification and RT; (7) biotin pull-down; and (8) construction of sequencing library. (**b**) PCR validation of RNA1–Linker–RNA2 chimeras, which were expected to be above 91 bp from the P5 sequencing primer to the linker (purple) and above 200 bp from P5 to P7 sequencing primers. The failure to include RNA1 would create 91 bp products from P5 to the linker. The failure to include RNA2 would create similar-sized products from P5 to the linker and from P5 to P7. The PCR primers are marked on top of each lane. The size distribution of the sequencing libraries was also assessed by Bioanalyzer.

**Figure 2:**
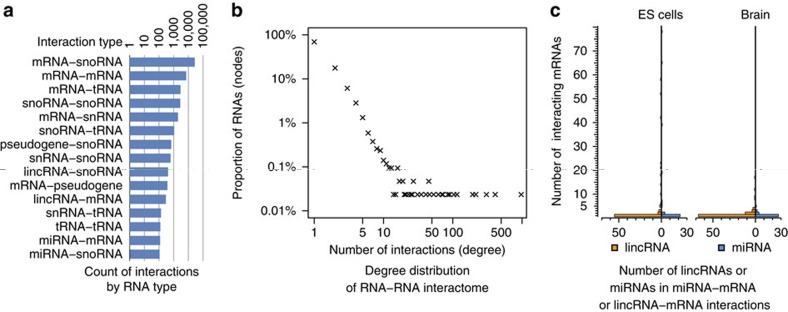
MARIO-identified RNA–RNA interactions. (**a**) Distribution of MARIO-identified RNA–RNA interactions among different types of RNAs in ES cells. rRNAs were experimentally and computationally removed from the analysis. (**b**) Degree distribution of the ES cell RNA–RNA interactome composed of mRNA, lincRNA, miRNA, pseudogene transcripts and antisense transcripts. The number of RNAs (as a proportion of all RNAs in the network, *y* axis) is inversely correlated with the number of interactions they participated (degree, *x* axis) in log scale, characteristic of scale-free networks. (**c**) The numbers of lincRNAs and miRNAs (*x* axis) categorized by the number of their interacting mRNAs (*y* axis).

**Figure 3:**
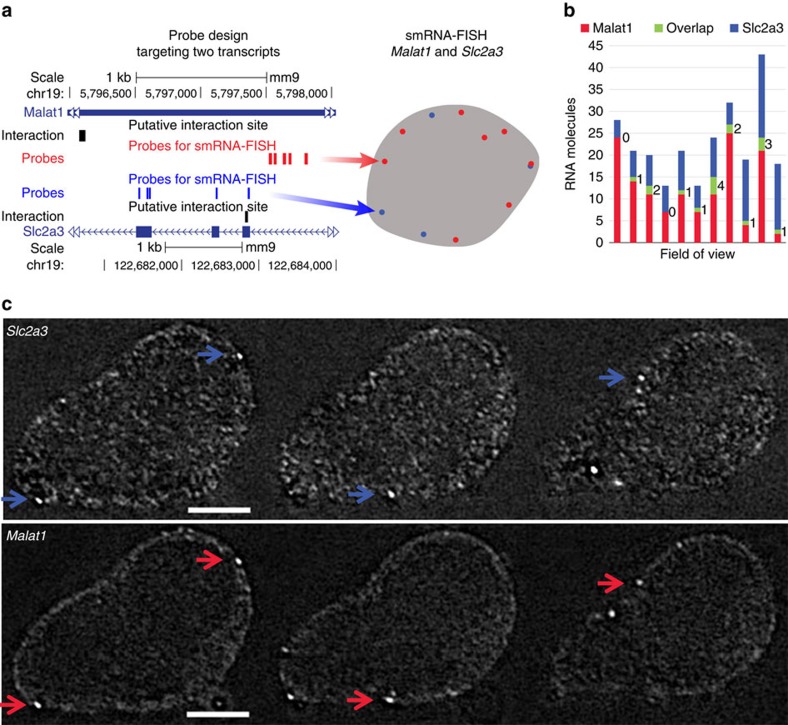
Testing co-localization of *Malat1* lincRNA and *Slc2a3* mRNA with smRNA-FISH. (**a**) Positions of hybridization probes labelled with 60- (red) and 525-nm (blue) qDots. (**b**) Quantification of *Malat1* and *Slc2a3* RNA molecules. Green: number of co-localized molecules. (**c**) Representative images of two-colour smRNA-FISH showing four co-localized molecules (arrows). Scale bar, 10 μm.

**Figure 4:**
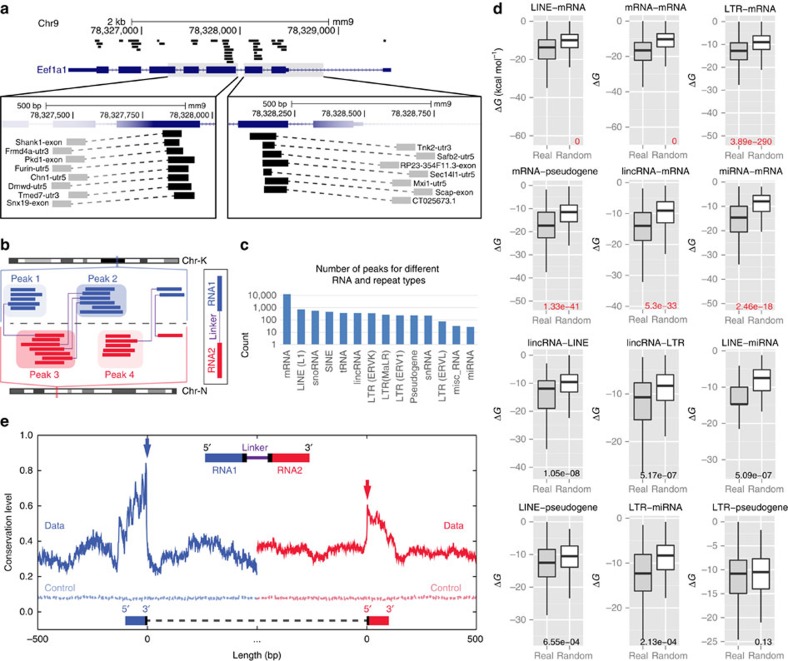
RNA interaction sites. (**a**) Multiple MARIO reads, representative of different interactions (dashed lines), overlapped on specific regions of the *Eef1a1* gene. (**b**) Finding interaction sites by the ‘peaks' of overlapping reads. (**c**) Distribution of interaction sites in different types of RNA genes and transposons. (**d**) The distribution of binding energies (Δ*G*, kcal mol^−1^) between the interaction sites of two RNAs (grey) and between randomly shuffled bases (white). *P*-values from Wilcoxon rank test are marked at the bottom of each panel. (**e**) Conservation levels, measured by average PhyloP scores peaked at the junction (black bar, position 0 on the *x* axis) of the ligated RNA fragments. Control: conservation levels of randomly selected genomic regions.

**Figure 5:**
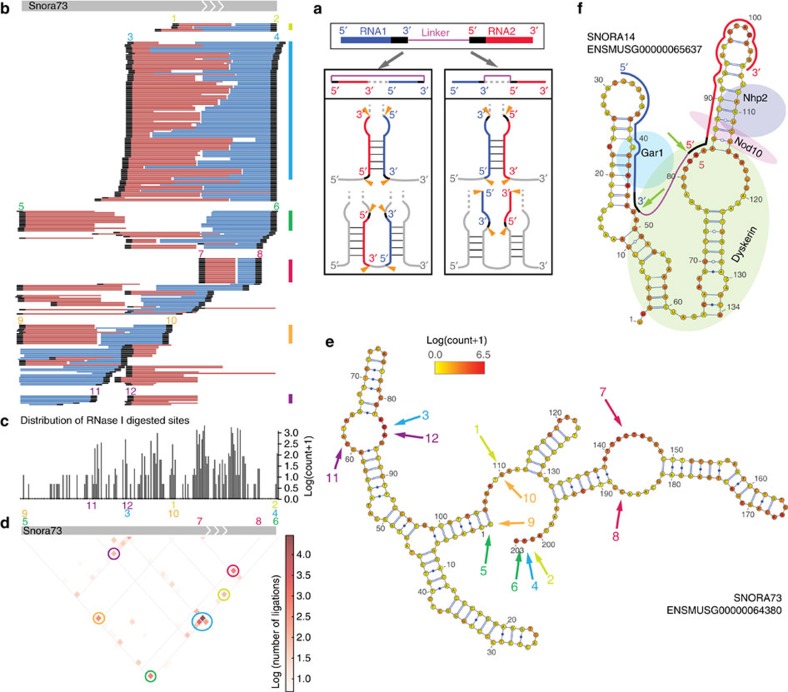
RNA structure. (**a**) Schematic depiction of resolving the proximal sites of an RNA. Orange arrow: RNase I cutting site. (**b**) The ‘cut and ligated' products mapped to *Snora73*. Black regions: ligation junctions. Vertical colour bar: a cluster of read pairs supporting a pair of proximity sites. (**c**) Density of RNase I cuts. (**d**) Heatmap of the ligation frequencies between any two positions of the RNA. Each coloured circle corresponds to a vertical colour bar in **a** and represents a pair of proximal sites. (**e**) Footprint of single-stranded regions (red in colour scale) and inferred proximal sites (arrows of the same colour) on the accepted secondary structure. (**f**) A pair of inferred proximal sites, which were not supported by sequenced-based secondary structure, are physically close *in vivo*, supposedly due to protein-assisted RNA folding.

How the deposited data were processed for this re-analysis (not part of the article)

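RNA recovered by RIA-seq from mouse E14 ES cells was analysed in 3 libraries, Actb RIA-seq (control), Malat1 RIA-seq and Tfrc RIA-seq, with 1 library per condition. The condition of each library was taken from the labels of the samples, which name the antisense oligonucleotides used. The authors deposited a table of raw read counts for each library, whole numbers without normalization, with up to 2 counts per gene. One is listed under the Ensembl identifier and the other under the reference name Genome. Genes without a read are not listed. The paper's text does not name the aligner, the counter, the handling of reads with several matches or the normalization for RIA-seq, and Supplementary Note 4, which it cites, was not used here. The genome build was taken as NCBIM37, to which the paper maps its MARIO reads (mm9) and whose contig names the tables use. Gene positions, exons and gene types came from the GENCODE annotation of that build (Ensembl release 65), in which 98.6% of 24080 identifiers were found.

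From these counts, the counts of each gene name and chromosome were summed, divided by the library total over all genes, and compared as a ratio with a pseudocount of 0. The interval of a fold is at the 95% level, computed on the log scale from the counts of both libraries. The interval of a share is a Wilson interval. A two-sided chi-square test without continuity correction compared the counts of a gene against all other counts in 2 libraries, with Fisher's exact test where an expected count was under 5. The chi-square test is the one the paper names. With 1 library per condition, such a test compares libraries and has no replicate check, so no test between conditions was made. Distributions of folds covered genes with at least 10 counts in both libraries. Random lists, 10000 in number, were matched on mean count by drawing each gene from the 200 nearest. The genes named were set by a rule before the data were examined: every RIA-seq target or partner the paper names, and in each comparison the 3 genes with the largest and the 3 with the smallest fold past that minimum. Genes outside this rule are named for another reason: Lars2 for its number of counts, Lrrc58 because it contains a gene named by the rule, and the nuclear RNAs because their list was written for a test.

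The depth was 10405209 counts in Actb RIA-seq, 10078439 in Malat1 RIA-seq and 14553941 in Tfrc RIA-seq. The smallest share the depth could show, 3 counts, was between 0.206 and 0.298 per 1000000 counts. Intervals and this floor cover counting error only.

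The alternatives set before the data were examined were scaling by the median ratio over genes or by the 75th percentile of the counts, a pseudocount of 1, the other target library as the control, a library total without the 3 target genes, Fisher's exact test, the count with the highest mean in place of the sum, and minimums of above 0 and of 50 counts. Alternatives added after the data were seen used Ensembl-ID counts only or Genome counts only, each also with a pseudocount of 1, and Genome counts scaled to their own totals. The computation of folds and the chi-square test were tested on simulated Poisson counts drawn from the shares in Actb RIA-seq and the real library totals. These held no PCR duplication and no spread between libraries. The simulation therefore tests the computation and not the error rate in the real libraries. Of 200 genes raised or lowered by a factor of 3, 98.5% were recovered within a factor of 1.5, and 5.03% of unchanged genes had a p-value under 0.05. Sequence shared between genes was found with blastn on merged exons, at a minimum of 80% identity over 100 nt. The software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and BLAST+ 2.17.0. The 4 further Tfrc-interacting RNAs of the paper were left out because its text does not name them, and the MARIO and smRNA-FISH experiments were not analysed here. One test of a gene with a large fold was also run and is not reported here.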

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

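In this part, the tests of the genes that take most of the counts, of sequence shared with Actb and of sequence shared between gene copies were chosen after the result was seen. Each condition has 1 library, so a difference between library preparations could not be tested for any of these results. It cannot be told apart from an effect of the target, except in part for the genes with the lowest folds. Next to Actb itself, 6 of 6 of those share sequence with Actb, against 1 of 14521 other genes. For these 6 genes this argues against a preparation difference unrelated to the target.

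Genome counts, which the paper does not discuss as a separate signal, took 19.0% of Malat1 RIA-seq and 15.1% of Tfrc RIA-seq against 5.25% of the control. The ratio to the control was 3.62 for Malat1 RIA-seq and 2.87 for Tfrc RIA-seq. A few large genes account for part of it: without the 10 genes with the most counts, the ratio was 2.27 for Malat1 RIA-seq and 2.05 for Tfrc RIA-seq. Genome counts were placed mostly on genes with introns. This was examined in genes with a summed count of at least 300. Their median share of a gene's counts was 0.127% in 577 genes with 1 merged exon and 21.7% in 9071 genes with introns, a ratio of 0.00584. Across the genes with introns, which are not independent replicates, this share rose with intron length (Spearman's rho 0.706). This is consistent with Genome counts being reads from introns. Reads from genomic DNA would be found in introns of silent genes as well. Genome counts per 1000000 counts and per kb of intron were then compared in protein-coding genes with at least 10 kb of introns. In 1131 such genes without Ensembl-ID counts, they rose from 0.00155 in Actb RIA-seq to 0.00335 in Malat1 RIA-seq and 0.00640 in Tfrc RIA-seq. In 7046 such genes with at least 100 Ensembl-ID counts, they rose from 0.0876 to 0.333 and 0.263. The rise in the first set was 0.00737 of the rise in the second for Malat1 RIA-seq and 0.0277 for Tfrc RIA-seq. Genomic DNA spread evenly would add the same amount per kb to both sets, so by this reading it accounts for little of the rise. Such DNA would also place reads on exons and so take genes out of the first set, which lowers its rate. A set of 2793 protein-coding genes with the same intron minimum and at most 10 Ensembl-ID counts was added later for this reason. There the rise was 0.0166 of that in counted genes for Malat1 RIA-seq and 0.0388 for Tfrc RIA-seq. As a ratio to the control, silent genes rose less than counted genes in Malat1 RIA-seq (2.17 against 3.80) and more in Tfrc RIA-seq (4.14 against 3.00), so a small contribution of genomic DNA is not excluded. A larger amount of unspliced RNA in the libraries of Malat1 and Tfrc than in the library of Actb remains as a hypothesis, and these libraries cannot tell an effect of the target from a difference in preparation.

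The largest folds in both comparisons belonged to genes the paper does not discuss. In Malat1 RIA-seq over Actb RIA-seq they were 14.6 for Gm11935, 14.0 for Gm11167 and 13.4 for Gm5121. In Tfrc RIA-seq over Actb RIA-seq they were 17.3 for Gm10801, 15.9 for Gm16869 and 14.4 for Gm10800. Several rest on few control counts: 10 for Gm11167, 19 for Gm10801 and 22 for Gm11935. Of these 6 genes, 6 share at least 100 nt at 80% identity or more with other genes, between 14 and 20 of them, so the counts are uncertain. Shared sequence does not show where the reads came from, and the test cannot separate a misplaced read from a true one. By the limit set for it the test would have pointed to shared reads, but once its value was seen it was read as undecided for this reason. Gm10801 on chromosome 2 shares 520 nt at 91.2% identity with Gm11167 on chromosome 9, and Gm11167 lies within the bounds of Gm16869 (chromosome 9, 3000282 to 3038313). The folds of Gm10801, Gm11167 and Gm16869 may therefore not be independent. All of Gm11167, Gm10801, Gm16869 and Gm10800 rose in both comparisons, the lowest fold being 6.91 for Gm10800 in Malat1 RIA-seq, or 3.80 with the median gene set to a fold of 1.

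The counts of Gm5121 differed from those of the other genes with large folds. It had 104 counts in Actb RIA-seq, 1352 in Malat1 RIA-seq and 127 in Tfrc RIA-seq, where the fold was 0.873 (95% confidence interval 0.674 to 1.13). No biological explanation was tested for this difference.

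Sequence shared with Actb was tested for the genes with the lowest folds. The lowest in Malat1 RIA-seq over Actb RIA-seq, next to Actb itself, were those of Actg-ps1, with a log2 fold change of −7.82, and Gm15725, with −7.44. Actg-ps1 had 3961 counts in Actb RIA-seq and Gm15725 had 9353. Actb itself was left out of the test. Of the 6 other genes with a fold of 1/8 or less in both comparisons, 100% share at least 100 nt at 80% identity or more with Actb, against 1 of the 14521 genes outside this set and past the minimum in all libraries. Lrrc58 is among them, and Gm15725 lies within it, so these 2 are not independent. This is consistent with reads of Actb, or of RNAs captured by the Actb oligonucleotides through shared sequence, being counted on these genes. The counts do not separate these possibilities. No biological explanation was tested.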

How the results depend on the processing

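No paired analysis was possible because each condition has 1 library. For the same reason no library was left out, and no test across replicates was run. Of the alternatives set before the data were examined, 44 comparisons with the reported value kept its direction and its side of the p threshold of 0.05, or stayed within the limits set for a value or a number of genes. Among the others 5 reversed, 3 kept the direction without passing the threshold and 13 moved. The cause of these changes was not tested.

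With the median fold over genes set to 1, the fold in Malat1 RIA-seq over Actb RIA-seq was 0.897 for Erg28 (the gene the paper lists under its RIKEN clone name) (chi-square p = 0.212) and 0.901 for Eif4a2 (chi-square p = 6.14e-05). Both reversed, and that of Erg28 was not past the threshold. The number of genes with a fold of at least 2 fell from 6133 to 1076 in Malat1 RIA-seq and from 4196 to 1014 in Tfrc RIA-seq, and the median log2 fold of the 4 Malat1-interacting RNAs from 0.96 to 0.092. With the 75th percentile of the counts set equal, the fold was 1.02 for Erg28 and 1.03 for Eif4a2, neither past the threshold. The numbers of genes were 1719 and 2262, and the median log2 fold of the 4 RNAs was 0.28. With Tfrc RIA-seq as the control of Malat1 RIA-seq, the fold was 0.899 for Eif4a2 (chi-square p = 2.49e-07) and 0.864 for Tfrc (chi-square p = 2.29e-04), both reversed, with 714 genes at 2 or more and a median log2 fold of the 4 RNAs of 0.0496. Tfrc was the target of that control. With Malat1 RIA-seq as the control of Tfrc RIA-seq, the fold of Malat1, the target of that control, was reversed at 0.661, and 316 genes were at 2 or more. With the count of the highest mean in place of the sum, Erg28 had a fold of 1.20, no longer past the threshold. With every gene above 0 counts in both libraries included, 9523 genes in Malat1 RIA-seq and 7593 in Tfrc RIA-seq had a fold of at least 2, and with a minimum of 50 counts, 3770 and 2109.

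The fold of Malat1 in Malat1 RIA-seq kept its direction and stayed past the threshold under every alternative set before the data were examined, between 1.51 and 5.81. The fold of Slc2a3 did so between 1.26 and 2.29. In Tfrc RIA-seq the fold of Tfrc did so between 1.16 and 2.69. The lowest values for Malat1 and Tfrc came from the other target library as the control. That control is not neutral, because the paper reports Malat1 and Tfrc as interacting. A pseudocount of 1, Fisher's exact test and a library total without the target genes changed no direction and no side of the threshold for the folds on which they were run. Fisher's exact test leaves the fold as it is, and the p-value beside the pseudocount was computed without it. Neither was therefore a strong check, and both are among the 44 comparisons that kept the result.

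Other alternatives were chosen after the data were seen. With Ensembl-ID counts only, the fold of Erg28 was 1.20, and 1.19 with a pseudocount of 1, not past the threshold, and 3167 and 1894 genes had a fold of at least 2 in Malat1 RIA-seq and Tfrc RIA-seq. With Genome counts only, 6642 genes were at 2 or more in Tfrc RIA-seq, and the fold of Malat1 there was 1.29, and 1.19 with a pseudocount of 1, from 9 and 5 counts. With Genome counts scaled to their own totals, the fold in Malat1 RIA-seq was 1.25 for Malat1, not past the threshold, and reversed at 0.939 for Eif4a2 (chi-square p = 0.590) and 0.543 for Tfrc (chi-square p = 1.39e-05). It kept its direction past the threshold at 4.65 for Erg28 (chi-square p = 5.63e-05) and 1.26 for Slc2a3 (chi-square p = 0.0178). Under the same scaling the fold in Tfrc RIA-seq was 1.01 for Tfrc, not past the threshold, and reversed at 0.448 for Malat1 (chi-square p = 0.173). For Malat1 the Genome counts were 5, 22 and 9 in Actb RIA-seq, Malat1 RIA-seq and Tfrc RIA-seq, so the depth limits any fold from them, as do the 6 Genome counts of Erg28 in Actb RIA-seq.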

Differences from the paper's values

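For Erg28, the gene the paper lists under its RIKEN clone name, in Malat1 RIA-seq over Actb RIA-seq, the fold from summed counts was 1.63 and the paper's value is 14.6. None of the alternatives set before the data were examined closed the gap. With Genome counts only, an alternative chosen after seeing the values, the fold was 16.9, and with a pseudocount of 1 added to them, also chosen after seeing the values, it was 14.6.

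For Slc2a3 the fold was 2.29 against the paper's 4.53, and no alternative set before the data were examined closed the gap. Genome counts only gave 4.56, and 4.53 with a pseudocount of 1, both chosen after seeing the values. For Eif4a2 the fold was 1.64 against the paper's 3.38, and again no alternative set before the data were examined closed the gap. Genome counts only gave 3.40, and 3.38 with a pseudocount of 1, both chosen after seeing the values.

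The other values differed less. Settings chosen after seeing the values also reached the paper's 2.39 for Tfrc in Malat1 RIA-seq (Ensembl-ID counts with a pseudocount of 1, 2.39) and the paper's 2.87 for Tfrc in Tfrc RIA-seq (Genome counts with a pseudocount of 1, 2.87), where summed counts gave 2.32 and 2.69. For Malat1, summed counts gave the paper's values of 5.81 and 3.84, as did Ensembl-ID counts with a pseudocount of 1. No one kind of count, among those run, gave all of the paper's folds. With a pseudocount of 1, the larger of the Ensembl-ID fold and the Genome fold matched the paper's value in each of these comparisons. This was seen after the values were known, and the paper's text does not state such a choice.

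The paper's order of the 4 Malat1-interacting RNAs puts Erg28 first and Tfrc last. From summed counts the order was reversed at its ends, with Tfrc at 2.32 and Erg28 at 1.63. Fig. 3a labels Slc2a3 as lying on chromosome 19, where the tables and the annotation place it on chromosome 6.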

Other observations

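In this part, the tests of the 4 Malat1-interacting RNAs against random lists were chosen after the result was seen. The list of nuclear RNAs, the test of length and GC content and the test of the shared control were set before their results were seen.

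The 4 Malat1-interacting RNAs had folds above 1 in Malat1 RIA-seq over Actb RIA-seq, as did 88.7% of all genes. Their median fold, 1.94 from summed counts, stood at percentile 69.37 of 10000 matched random lists, whose median was 1.70 and whose central 95% ran from 1.03 to 2.84. With each RNA taken on the kind of count that gives the paper's value, the median of the 4 was 3.91, at percentile 72.71 of lists matched on that kind and on mean count. Over Actb RIA-seq, the folds of the 4 RNAs as a list thus did not stand out from the difference between the libraries over all genes. That difference is technical if it comes from library preparation. Over Tfrc RIA-seq, with Tfrc the target of that control, the median from summed counts stood at percentile 18.11. Each RNA was taken singly over Actb RIA-seq, among the 200 genes nearest in mean count on the kind that gives the paper's value. Erg28 (the gene the paper lists under its RIKEN clone name) was then above all 200, with 14.6 against a median of 3.64. Among their own 200 nearest genes, Slc2a3, with 4.53, stood at percentile 70, Eif4a2, with 3.38, at percentile 28, and Tfrc, with 2.39, at percentile 89.5. The rank of Erg28 follows in part from taking the kind of count that gives the paper's value, and rests on 6 control counts. Over all genes past the minimum, it stood at percentile 40.9 on summed counts and 35.1 on Ensembl-ID counts. The Genome count of Erg28 was also high in Tfrc RIA-seq, at a fold of 7.15 (95% confidence interval 3.09 to 16.5) over the same 6 control counts.

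Malat1 was higher in both Malat1 RIA-seq and Tfrc RIA-seq than in Actb RIA-seq. A candidate explanation is that nuclear RNAs in general are less represented in Actb RIA-seq. A list of 10 other noncoding RNAs of the nucleus was written for this test, and 9 of them passed 10 counts in both libraries. Their median fold in Tfrc RIA-seq over Actb RIA-seq was 2.76, above all random lists matched on mean count (percentile 100, random median 1.40), and 8 of 9 had a fold above 1. In Malat1 RIA-seq their median fold was 3.87 (random median 1.66), with 9 of 9 above 1. The random lists draw each gene separately, so they make no allowance for listed RNAs that rise together. Whether any do was not tested, and the folds of the single RNAs were given no interval. The folds of Xist (5.99), Mirg (5.96), Neat1 (5.57) and Meg3 (5.02) in Malat1 RIA-seq were close to that of Malat1 (5.81), while Airn (3.87), Rian (3.57), 7SK (2.47), Tug1 (2.20) and Miat (1.99) were lower. In Tfrc RIA-seq, Xist had 5.11, Airn 3.80, Mirg 3.31, Meg3 2.97, Neat1 2.76, Rian 2.48, Tug1 2.07, Miat 1.48 and 7SK 0.933, against 3.84 for Malat1. Length and GC content of the exons were tested as another explanation in a fit over 14400 genes, 98.0% of those past the minimum, which took up 14.0% of the variance of the log2 fold. Relative to the gene median, the fold of Malat1 in Tfrc RIA-seq went from 2.46 to 2.00 after this fit, so length and GC content do not fully explain it. The general rise of nuclear RNAs remains as an explanation, and these libraries do not tell it apart from a pull-down of Malat1 by Tfrc. It was not tested whether Malat1 rose more than the other nuclear RNAs.

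Genes rose together in both comparisons. The fold was above 1 in both for 82.4% of the 14528 genes with at least 10 counts in all 3 libraries, and the log2 folds had a Pearson r of 0.773 and a Spearman's rho of 0.772 across genes, which are not independent replicates. The shared control could produce such a relation through its counting error. With the reads of Actb RIA-seq split at random into separate controls, over 14527 genes, r was 0.619, so counting error in the shared control accounts for part of it at most. A property of Actb RIA-seq as a library would also act on both comparisons and was not removed by the split.

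Compared with each other over 16430 genes with at least 10 counts in both, Malat1 RIA-seq and Tfrc RIA-seq had a median fold of 1.15. The fold of Malat1 in Malat1 RIA-seq over Tfrc RIA-seq was 1.51, higher than that of 83.6% of the genes, and that of Tfrc was 0.864, higher than that of 19.0%. Slc2a3 had 1.65, higher than 89.1% of the genes. Actb RIA-seq held 7.30% of its counts on its target, Malat1 RIA-seq 1.07% and Tfrc RIA-seq 0.0117%.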
